# Distinct epigenetic modulation of differentially expressed genes in the adult mouse brain following prenatal exposure to low-dose bisphenol A

**DOI:** 10.1007/s10565-024-09875-4

**Published:** 2024-05-22

**Authors:** Jie Weng, Yue-yan Zhu, Li-yong Liao, Xin-tong Yang, Yu-hao Dong, Wei-da Meng, Dai-jing Sun, Yun Liu, Wen-zhu Peng, Yan Jiang

**Keywords:** Bisphenol A, Maternal stress, Transcriptomic profiling, Epigenetic regulation, Sex-specific

## Abstract

Bisphenol A (BPA) is a common component in the manufacture of daily plastic consumer goods. Recent studies have suggested that prenatal exposure to BPA can increase the susceptibility of offspring to mental illness, although the underlying mechanisms remain unclear. In this study, we performed transcriptomic and epigenomic profiling in the adult mouse brain following prenatal exposure to low-dose BPA. We observed a sex-specific transcriptional dysregulation in the cortex, with more significant differentially expressed genes was observed in adult cortex from male offspring. Moreover, the upregulated genes primarily influenced neuronal functions, while the downregulated genes were significantly associated with energy metabolism pathways. More evidence supporting impaired mitochondrial function included a decreased ATP level and a reduced number of mitochondria in the cortical neuron of the BPA group. We further investigated the higher-order chromatin regulatory patterns of DEGs by incorporating published Hi-C data. Interestingly, we found that upregulated genes exhibited more distal interactions with multiple enhancers, while downregulated genes displayed relatively short-range interactions among adjacent genes. Our data further revealed decreased H3K9me3 signal on the distal enhancers of upregulated genes, whereas increased DNA methylation and H3K27me3 signals on the promoters of downregulated genes. In summary, our study provides compelling evidence for the potential health risks associated with prenatal exposure to BPA, and uncovers sex-specific transcriptional changes with a complex interplay of multiple epigenetic mechanisms.

**Graphical abstract:**

1. Distinct chromatin interaction pattern of DEGs in the cortex of adult male offspring in response to prenatal BPA exposure.

2. Upregulated genes exhibited intensive and long-range chromatin interactions, with decreased H3K9me3 modification on the distal enhancers.

3. Downregulated genes were featured by promoter-promoter interactions among adjacent genes and increased DNA methylation and H3K27me3 modification at the promoter regions.

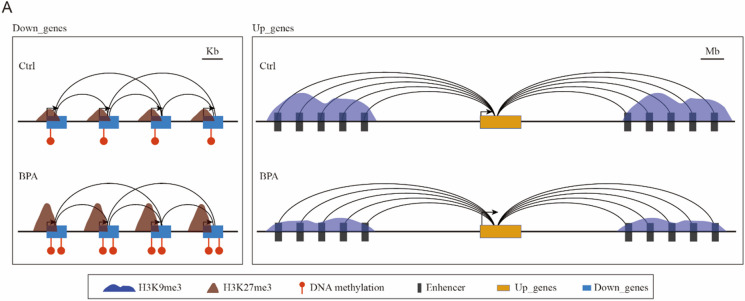

**Supplementary information:**

The online version contains supplementary material available at 10.1007/s10565-024-09875-4.

## Introduction

Bisphenol A (BPA) is extensively used in the manufacture of daily consumers. According to a report on the “Research and Markets”, global consumption of BPA reached 7.7 million tons in 2015, and the annual demand continues to rise. BPA can leach from products under certain conditions and enter the human body through multiple pathways (Chen et al. 2016). Studies have shown that BPA exposure is common worldwide (Vandenberg et al. 2010). In the United States from 2003 to 2004, 96% of surveyed women had detectable levels of BPA in their urine (Hoyt et al. 2011). Health Canada reported that BPA was detected in the urine of 95% of the population (Health Canada 2013). Therefore, the safety for BPA remains a potential concern for global health. Previous studies have documented the complex effects of BPA on human health, underscoring the perinatal period as the most vulnerable window of exposure. BPA accumulates in the embryo due to the absence of active metabolic enzymes in the fetal liver (Jalal et al. 2018) and can be detected in the plasma, serum, and placenta of newborns (Vandenberg et al. 2010). Epidemiological studies have shown a significant correlation between perinatal BPA exposure and elevated behavioral abnormality in adolescents (Ejaredar et al. 2017), and such correlation was also reported in mouse models (Wolstenholme et al. 2013; Xu et al. 2012).

BPA has potential influence on brain function, primarily through its mimicry of estrogen, a hormone critical for brain development. It has been reported to impair neurogenesis and synaptogenesis, and disrupt neurotransmission in various brain regions, including hypothalamus (Arambula et al. 2016), hippocampus (Thongkorn et al. 2023), and prefrontal cortex (Kanlayaprasit et al. 2021). Moreover, prenatal BPA exposure has been associated with sex-specific disruptions in the transcriptome of the neonatal amygdala, along with impairments of the estrogen, oxytocin, and vasopressin signaling pathways (Arambula et al. 2018). Epigenetic mechanisms mediate lasting alterations in gene expression without the alterations in the DNA sequence, and DNA methylation and histone modifications are two major types of contributors. DNA methylation has been primarily studied in the context of BPA’s effect on brain functions (Besaratinia 2023). Prenatal BPA exposure has been shown to alter global DNA methylation in the fetal mouse brain (Yaoi et al. 2008). Additional studies have demonstrated changes of DNA methylation on developing genes, including estrogen receptor 1/2 (*Esr1/2*) (Kundakovic et al. 2013), potassium-chloride cotransporter 2 (*Kcc2*) (Yeo et al. 2013), and NMDA receptor subunit 2b (*Grin2b*) (Alavian-Ghavanini et al. 2018). Histone modifications have also been implicated in regulating BPA's actions in the brain. Decreased histone modifications, including H3K9ac, H4K8ac, and H3K9me3 has been detected upon BPA exposure (Jiang et al. 2016; Senyildiz et al. 2017).

In this study, we first conducted RNA-seq on the prefrontal cortex of adult mouse with prenatal exposure to a low-dose of BPA. We then integrated neuronal 3D genome architecture analysis to assess higher-order chromatin folding patterns associated with the identified differentially expressed genes (DEGs). Additionally, we conducted epigenomic profiling for DNA methylation, H3K27me3, and H3K9me3 to examine their roles in DEGs. Our study revealed the complex epigenetic regulations of gene expression in the adult brain following prenatal BPA exposure, shedding light on its potential effects on brain function.

## Results

### Behavioral assessment of adult offspring after prenatal exposure to BPA

Timed-pregnant females were randomly assigned to the control (Ctrl) and BPA groups. Corn oil or BPA with a dosage of 40 µg/kg bw/day (body weight per day) was administered via oral gavage from gestational day (GD) 0.5 to GD 13.5, respectively (Fig. S1A). We collected 12–14 litters from each group and found no significant difference in sex ratio between the Ctrl and BPA groups (Fig. S1B). We then evaluated behavioral performance of adult offspring in multiple paradigms, including open field, elevated plus maze, tail suspension, forced swim. Only mild abnormality, if any, was observed in the BPA compared to the Ctrl group at this low dosage of exposure (Fig. S1C-D). Given the widely reported sex-effects in BPA studies (Rebuli and Patisaul 2016), we analyzed data from both sexes separately. In the male offspring, we observed a significant increase in total distance in open field test (n = 26–29/group), but no significant change was detected in other paradigms (Fig. S1C). No significant behavioral changes were observed in females except increased time in the center from open filed test (n = 15–30/group) (Fig. S1D). We then collected brains at the age of 4–5-month-old and performed transcriptomic (RNA-seq) and epigenomic profiling for DNA methylation (Reduced Representation Bisulfite Sequencing, RRBS), H3K27me3 and H3K9me3 (ChIP-seq) (Fig. S1A). For the molecular study, we selected animals from different litters to minimize any potential litter effect.

#### Downregulation of genes in energy metabolic pathway in adult cortex after prenatal BPA exposure

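Total RNA from the prefrontal cortex of 12 adult offspring was used for mRNA sequencing, with 3 Ctrl males, 3 BPA males, 3 Ctrl females and 3 BPA females (n = 3/group). Each library came from 1 mouse, and the paper and the sample labels give no library batch. Bisphenol A (BPA) is a plasticizer and endocrine disruptor, and the dams of the BPA group had received 40 µg/kg bw/day by oral gavage from GD 0.5 to GD 13.5. The sample labels give an age of 4 months, and the paper gives 4–5 months. The authors sequenced the libraries as short single-end reads, trimmed them with Trim Galore and aligned them to mm10 (GRCm38) with HISAT2. They counted the reads on the exons of each GENCODE vM20 gene with featureCounts and deposited these counts, without normalization, for 54752 genes. The deposited counts of the females carry the counting command, from a later version of featureCounts than the methods name, and those of the males do not. The command sets no option for strand, so overlapping and antisense genes are uncertain. It sets none for reads that fit several near-identical genes either, which featureCounts then leaves out, so gene copies are uncertain too.

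The total count per library was between 16759990 and 17066858 in Ctrl males (median 16764858) and between 16842069 and 17007061 in BPA males (median 16915261). In females, it was between 17272571 and 17469357 in the Ctrl group (median 17413814) and between 17203786 and 17461217 in the BPA group (median 17452255). Libraries of one group differed from each other by more than the sampling noise of their counts, so each was taken as 1 replicate. Starting from the counts, genes with too few reads were left out by edgeR's filterByExpr with a minimum count of 10, and library sizes were scaled by TMM. The BPA and Ctrl groups were compared within each sex by edgeR's quasi-likelihood test, two-sided, in place of the DESeq2 test of the methods. Genes with an unadjusted p under 0.05, the threshold of the paper, are called DEGs here, and Benjamini-Hochberg adjusted values are given beside them. Levels are CPM, counts relative to the scaled library size, as mean ± SD. An exact permutation test of 3 mice against 3 cannot give a p under 0.1, which is reached when the groups do not overlap.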

RNA-seq was performed on the prefrontal cortex of adult offspring from both sexes (Fig. 1). Despite the mild behavioral changes observed in male offspring (Fig. S1C), significant transcriptional changes were observed in response to prenatal BPA exposure, with 1,182 significant differentially expressed genes (DEGs) identified between the BPA and Ctrl groups (*P* < 0.05, n = 3/group) (Fig. 1A, left, Table S1). However, the impact of prenatal BPA exposure on females was considerably less pronounced, with only 145 genes showing significant changes (*P* < 0.05, n = 3/group) (Fig. 1A, right, Table S2). Furthermore, there was minimal overlap in DEGs between males and females, with only 9 upregulated and 17 downregulated genes common to both (Fig. 1B). These results, together with findings from the literatures (Farabollini et al. 2002; Harley et al. 2013), suggest that males are more vulnerable to prenatal BPA exposure. This also corroborates reported sex differences in response to adverse environmental events during brain development (Pérez-Cerezales et al. 2018).

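In males, 16021 genes passed the filter and 1425 of them (8.89%) were DEGs, where a p under 0.05 is expected by chance in 801. The DEGs were upregulated in the BPA group for 627 genes and downregulated for 798. After adjustment over the 16021 genes, 0 had an adjusted p under 0.05, and the smallest adjusted p was 0.524. All 3 BPA males lay on one side of all 3 Ctrl males in 2428 genes (15.2%), against the 10% that chance gives, and 1205 of the DEGs were among them. A stricter unadjusted threshold of 0.01 moved the count most of all alternatives, to 283 genes, where 160 are expected by chance. An offset that removed the trend of each library with gene length gave 903 DEGs. The count rested in part on single mice, since it was 690 without BPA replicate 3 and 1770 without BPA replicate 2. The excess of downregulated DEGs turned without Ctrl replicate 1 (396 up and 338 down). It also turned with an offset against GC content (663 and 647), and it stayed in the other fits. The male log2 fold change rose with the exonic length of the gene (Spearman's rho = 0.409 across genes, which are not independent replicates). Upregulated DEGs had a median exonic length of 8173 bases and downregulated DEGs of 1986 bases, while the median of all genes tested in males was 4161 bases.

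Zbtb16 (ENSMUSG00000066687), a protein-coding gene on chromosome 9 from 48654297 to 48836222 (mm10), rose from 36.1 ± 5.86 CPM in the Ctrl group to 55.8 ± 3.33 CPM in the BPA group (SD, n = 3/group). Its log2 fold change was 0.63 (standard error 0.12). Faxc (ENSMUSG00000028246; chromosome 4, from 21931329 to 21996839) rose from 30.6 ± 1.70 to 42.9 ± 3.33 CPM, with a log2 fold change of 0.49. Gsk3b (ENSMUSG00000022812; chromosome 16, from 38089001 to 38246084) rose from 133 ± 8.94 to 183 ± 14.0 CPM, and its log2 fold change of 0.46 was close to the 0.43 of Flrt2 (ENSMUSG00000047414; chromosome 12, from 95692226 to 95785215). Gm7545 (ENSMUSG00000098175; chromosome 6, from 86284887 to 86285894), a processed pseudogene whose reads can also stem from its parent gene, had counts of 96, 18 and 57 in the Ctrl libraries. Against a floor of 3 counts, it was at least 19-fold lower in the BPA group, where it had 3, 2 and 1.

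The globin gene Hbb-bs (ENSMUSG00000052305; chromosome 7, from 103826534 to 103828096) fell from 33.2 ± 4.72 to 14.8 ± 5.46 CPM, a log2 fold change of -1.17 (standard error 0.23). Hba-a1 (ENSMUSG00000069919; chromosome 11, from 32283511 to 32284465) fell from 19.7 ± 3.22 to 8.73 ± 3.33 CPM. Both have near-identical copies that can share their reads. Banp (ENSMUSG00000025316; chromosome 8, from 121949750 to 122029258) and Sdf2l1 (ENSMUSG00000022769; chromosome 16, from 17130138 to 17132383) had log2 fold changes of -0.42 and -0.56. In each of these 9 genes, chosen for the smallest p-values among the genes without overlap, the groups were fully separated (exact permutation test, two-sided p = 0.1), and none had an adjusted p below 0.524 in edgeR's test. DESeq2 on the same genes gave an adjusted p under 0.05 to 7 genes, with adjusted p-values from 1.6e-05 to 0.0470. These were Gm7545, Hbb-bs, Hba-a1, its copy Hba-a2, Zbtb16, Gsk3b and Scand1, and Scand1 is named because of this result.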

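Of the 17022 genes tested in females, 355 (2.09%) were DEGs, fewer than the 851 expected by chance. Upregulated DEGs numbered 189 and downregulated DEGs 166. None reached an adjusted p under 0.05 in edgeR's quasi-likelihood test (0 genes, smallest adjusted p = 1.00). The groups were fully separated in 1272 genes (7.47%), below the 10% of chance, and in 302 of the DEGs. With the unadjusted threshold at 0.01, 23 genes passed, where 170 are expected. Keeping all genes with at least 1 count raised the female DEGs to 641, and DESeq2 gave 172. Leaving out single mice moved the count from 191 (without Ctrl replicate 2) to 583 (without Ctrl replicate 3). The excess of upregulated DEGs turned with library size alone in place of TMM (146 up and 223 down). It also turned without Ctrl replicate 3 (278 and 305), BPA replicate 1 (249 and 285) or BPA replicate 3 (166 and 197). In the other fits it stayed, and DESeq2 widened it to 117 and 55.

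The log2 fold change also rose with exonic length in females (rho = 0.231 across genes), and the median length was 5428 bases in upregulated and 2261.5 bases in downregulated DEGs. Pde10a (ENSMUSG00000023868), which encodes a phosphodiesterase and lies on chromosome 17 from 8525372 to 8986648 (mm10), rose from 63.9 ± 5.14 to 90.3 ± 5.99 CPM (SD, n = 3/group), a log2 fold change of 0.50 (standard error 0.09). Klf7 (ENSMUSG00000025959; chromosome 1, from 64029447 to 64122282), Shc3, Efr3a and Cdh6 had log2 fold changes of 0.48, 0.56, 0.39 and 0.53. Ddit4 (ENSMUSG00000020108; chromosome 10, from 59949669 to 59951834) fell from 44.2 ± 5.32 to 30.8 ± 1.54 CPM, a log2 fold change of -0.52 (standard error 0.10). Mycl and Tmem256 had log2 fold changes of -0.45 and -0.30, and that of AC090479.2, an antisense gene counted without regard to strand, was -0.87. Hbb-bs had a log2 fold change of -0.58, which is uncertain because the gene has near-identical copies. These 10 genes were chosen as in males, and in each the exact permutation test gave p = 0.1 (two-sided), the smallest that 3 against 3 allow.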

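Among the 15773 genes tested in both sexes, 26 were upregulated DEGs in both, where 6.64 are expected if the calls of the sexes are unrelated (odds ratio 4.59, Fisher's exact p = 2.4e-09, adjusted p = 6.7e-09 over 4 overlaps). Downregulated DEGs shared by the sexes numbered 28, against 7.80 expected (odds ratio 4.27, Fisher's exact p = 3.4e-09). A single gene, B3gnt9, was upregulated in males and downregulated in females (log2 fold changes of 0.50 and -0.68), where 6.17 are expected. In the opposite direction there were 0 genes at the unadjusted threshold, where 8.40 are expected (Fisher's exact p = 2.7e-04). Genes are not independent replicates, so these p-values describe these libraries. The upregulated overlap moved most with a term for the mouse identifier series, which is whether the identifier in the label has 3 or 4 digits. It then counted 87 genes, and the downregulated overlap 66. That fit takes one shift for the series in both sexes. An error in this shift moves the changes of both sexes together and can by itself raise the shared counts. One library could decide both overlaps, since 9 upregulated and 5 downregulated genes were shared without female Ctrl replicate 2, and 87 downregulated genes without female Ctrl replicate 3. With the length offset, 17 and 10 genes were shared.

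Shared upregulated genes included Zbtb16 (log2 fold change of 0.63 in males and 0.29 in females), Gabrb2 (0.55 and 0.43), Shc3 (0.62 and 0.56) and Kcna1 (0.52 and 0.61). Shared downregulated genes included Hbb-bs (-1.17 and -0.58), Mt3 (-0.53 and -0.25), Tmem256 (-0.53 and -0.30) and the ribosomal protein genes Rps16 (-0.35 and -0.23), Rpl37a (-0.33 and -0.21) and Rplp1 (-0.37 and -0.26). Over all genes tested in both sexes, the male and female log2 fold changes had a Pearson's r of 0.283 and a Spearman's rho of 0.363. The Ctrl mice of the sexes differed, so no shared control raises these values. The trend with gene length, found in both sexes, may raise them. With the length offset, Pearson's r was 0.231 (jackknife standard error 0.212), so gene length cannot be told apart. Identifiers of Ctrl and BPA mice overlapped in neither sex, which leaves their order open too. Of the 1404 male DEGs tested in females, 1173 (83.5%) had the same sign there, compared with 66.2% of all genes. This share was not computed with the offset. DEGs picked by their p in one sex tend to change more in that sex through the selection alone, so medians are given for both choices. The median log2 fold change of male upregulated DEGs was 0.30 in males and 0.08 in females, and that of male downregulated DEGs was -0.35 and -0.12. In the other choice, the median of female upregulated DEGs was 0.37 in females and 0.17 in males, and that of female downregulated DEGs was -0.35 and -0.18.

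**Figure D1:**
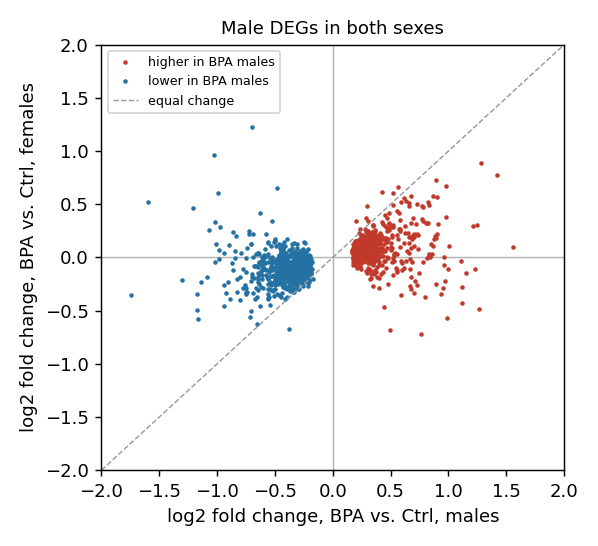
Log2 fold change (BPA vs. Ctrl) in females against that in males for the 1404 male DEGs that were tested in both sexes, one point per gene, red for upregulated and blue for downregulated in males, with the dashed line marking equal change. Most points (83.5%) lie in the quadrants of equal sign, and the choice of genes by their p in males by itself places them farther from 0 on the male axis.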

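The difference between the sexes was tested as a sex by BPA interaction, in one fit of all 12 libraries with the contrast of the male and the female response. Of 17399 genes tested, 317 had an unadjusted p under 0.05, where 870 are expected by chance, and 0 had an adjusted p under 0.05 (edgeR's quasi-likelihood test, smallest adjusted p = 1.00). The alternative that moved this count most was the stricter threshold of 0.01, with 38 genes, and without the filter on low counts it rose to 680. Leaving out one mouse at a time gave between 273 and 526 genes. From the larger number of DEGs in males than in females and the overlap it describes as minimal, together with earlier literature, the paper proposes that males are more vulnerable to prenatal BPA exposure.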

**Fig. 1:**
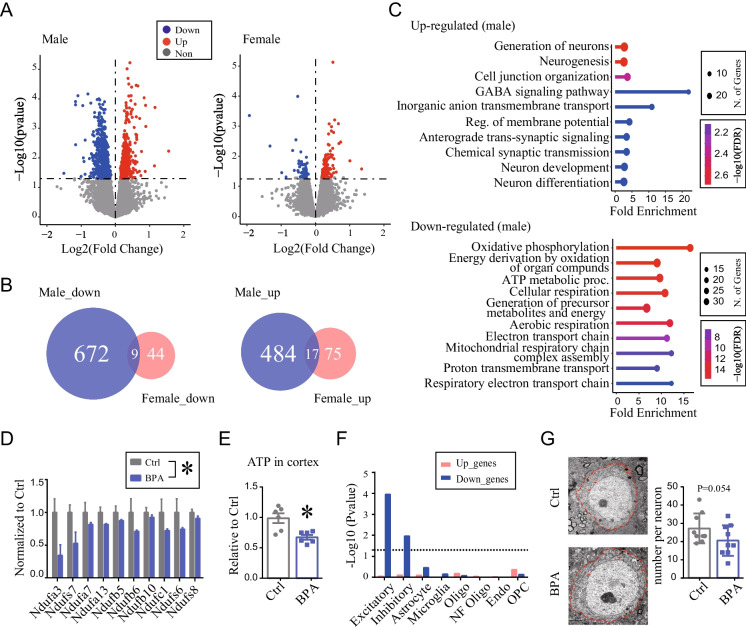
Impaired mitochondrial function in adult cortex after prenatal low-dose BPA exposure. **(A)** Volcano plot of DEGs in adult prefrontal cortex of male offspring and female offspring. Red, up-regulated genes; blue, down-regulated genes. BPA vs. Ctrl, *P* < 0.05, n = 3/group. **(B)** Overlapped down-regulated genes (Left) and up-regulated genes (Right) between male and female. **(C)** ShinyGO analysis (“Biological Process”) of up- (Top) and down-regulated (Bottom) genes (*P* < 0.05) of male offspring. **(D)** qRT-PCR validation in male cortex, n = 6/group. Mean ± SEM. Two-way ANOVA. BPA effect, *P < 0.05 **(E)** ATP levels in the cortex of adult male offspring measured by ATP Detection Assay Kit. n = 6/group. Mean ± SEM. *P < 0.05, Unpaired t test, two-tailed. **(F)** Bar plots show the gene set enrichment score (-log_10_*P*value) of “Down_genes” and “Up_genes” in each cell types. The eight cell-types specific marker genes were identified using the published scRNA-seq (GSE124952). Notably, only “Down_genes” was significantly enriched in neurons. The dashed line represents the significance cutoff threshold at *P* = 0.05. (**G)** Transmission electron microscopy (TEM) image of prefrontal cortex in adult male offspring. (Left) Neurons are depicted by red dashed line. Red arrows indicate mitochondria. Scale bar, 2 μm. (Right) Statistical analysis of the number of mitochondria in individual neuron. N = 9/group. Mean ± SEM. *P* = 0.054, unpaired *t* test, one-tailed

We focused on males for subsequent analysis. 

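A list of 152 genes for neuronal functions was used in males, made of GABA-A receptors, glutamate receptors, voltage-gated channels, synaptic adhesion proteins and genes of axon guidance and neurogenesis. The gene lists of ShinyGO were not used here. Of the upregulated DEGs, 23 were on the list, or 3.67% of them, compared with 0.949% of all genes tested (odds ratio 4.51, Fisher's exact p = 2.5e-08, adjusted p = 7.1e-08 over 14 such tests). Of the downregulated DEGs, 1 was on it, Gabrd. The number of members with an adjusted p under 0.05 was 0 over all genes tested and 0 adjusted over the list alone. DESeq2 without a filter, an alternative added later, moved the odds ratio most, to 14.4, and with the length offset it was 3.37. The enrichment was lost only with the replicate number as a block together with the length offset. The replicate numbers did not pair the libraries. The members are long, with a median exonic length of 9013.5 bases. Upregulated DEGs were 7 of 40 synaptic adhesion genes, 5 of 42 genes of axon guidance and neurogenesis, 5 of 34 voltage-gated channels, 4 of 24 glutamate receptors and 2 of 12 GABA-A receptors.

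Tenm4 (ENSMUSG00000048078), a synaptic adhesion gene on chromosome 7 from 96171246 to 96911093, rose from 99.6 ± 13 CPM in Ctrl males to 142 ± 10.5 CPM in BPA males (SD, n = 3/group), a log2 fold change of 0.51 (standard error 0.11). Gabrb1 (ENSMUSG00000029212; chromosome 5, from 71658113 to 72149037) rose from 114 ± 5.13 to 143 ± 1.89 CPM, with a log2 fold change of 0.33. Grin2b (ENSMUSG00000030209; chromosome 6, from 135713233 to 136173511) rose from 306 ± 16.3 to 367 ± 37.8 CPM, with a log2 fold change of 0.26 (standard error 0.10). The groups of these 3 genes did not overlap (exact permutation test, two-sided p = 0.1 each). Grin2b stayed an upregulated DEG in 2 of the 6 fits without one male, with log2 fold changes from 0.20 to 0.35. It did so in 10 of 14 other alternatives. Its sign reversed (-0.047) with the length offset together with the mouse identifier series term.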

Gene Ontology (GO) analysis of the male DEGs revealed that upregulated genes were enriched in the pathways associated with neuronal functions, including neurogenesis, neuron differentiation and chemical synaptic transmission (Fig. 1C, top). 

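For oxidative phosphorylation, a list of the nuclear-encoded subunits of complexes I to V was used, of which 77 were tested in males. Of the downregulated DEGs, 37 were on this list (4.64%, compared with 0.481% of all genes tested), so that 48.1% of its members were downregulated DEGs (odds ratio 18.5, Fisher's exact p = 5.5e-28, adjusted p = 3.8e-27). None of its members was an upregulated DEG. For comparison, 41 of 78 genes of the cytosolic ribosome were downregulated DEGs (odds ratio 22.2, Fisher's exact p = 6.1e-33, adjusted p = 8.6e-32). An alternative added later, the length offset together with the mouse identifier series term, gave the OXPHOS list its lowest odds ratio (3.68), and leaving out BPA replicate 1 gave the highest (75.0). The odds ratio was 6.46 without BPA replicate 2 and 13.9 with the length offset alone, and the members are short, with a median exonic length of 1718 bases.

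By complex, downregulated DEGs were 19 of 36 subunits of complex I, 1 of 4 of complex II, 3 of 9 of complex III, 7 of 12 of complex IV and 7 of 16 of complex V. Atp5d (ENSMUSG00000003072; chromosome 10, from 80138632 to 80145818) fell from 249 ± 16.7 CPM in Ctrl males to 194 ± 22.2 CPM in BPA males (SD, n = 3/group), a log2 fold change of -0.36 (standard error 0.10). Cox6a1 (ENSMUSG00000041697; chromosome 5, from 115345642 to 115348981) fell from 319 ± 47.3 to 239 ± 21.3 CPM, with a log2 fold change of -0.42. Among other lists of energy metabolism, 1 of 16 glycolysis genes (Ldhb) and 0 of 17 genes of the TCA cycle were downregulated DEGs at the unadjusted threshold. Of 77 genes of the mitochondrial ribosome, 13 were downregulated DEGs.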

Meanwhile, downregulated genes were primarily enriched in the oxidative phosphorylation (OXPHOS) pathway and other energy metabolic pathways (Fig. 1C, bottom). This finding was also confirmed by Gene Set Enrichment Analysis (GSEA), which assesses the general trend of all detected genes without applying a cutoff threshold for DEGs. 

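Gene lists were also tested over all genes with limma's camera (preset inter-gene correlation 0.01), which compares the changes of the members of a list with those of all other genes. In males, the OXPHOS list had a median log2 fold change of -0.26, with 76 of 77 members lower in the BPA group (camera adjusted p = 8.8e-29 over 34 lists). Of its members, 37 had an unadjusted p under 0.05, 25 an adjusted p under 0.05 when adjusted over the list alone, and 0 when adjusted over all genes. The list of the cytosolic ribosome had a median of -0.25, with 76 of 78 members lower (camera adjusted p = 1.2e-27), and the neuronal list a median of 0.14, with 129 of 152 members higher (camera adjusted p = 2.4e-13). The calls did not hold under tests that take the correlation between genes from the libraries. Of the 34 lists, 19 had a camera adjusted p under 0.05, while with fry 0 did (smallest 0.169) and 8 had an unadjusted p under 0.05. With camera's estimated correlation it was 0 (smallest 0.237), with 6 at an unadjusted p under 0.05. In fgsea, a form of GSEA on ranked genes, the adjusted p was 2.0e-25 for OXPHOS, 6.3e-29 for the ribosome and 3.9e-24 for the neuronal list.

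The score of a list in a library was the median over its members of log2 CPM, relative to the mean of the Ctrl mice of that sex. The OXPHOS score was 0.01 ± 0.09 in Ctrl males and -0.26 ± 0.17 in BPA males (SD, n = 3/group), and the groups overlapped (exact permutation test, two-sided p = 0.2). The ribosome score was 0.00 ± 0.14 and -0.25 ± 0.07, and the neuronal score -0.00 ± 0.09 and 0.13 ± 0.04, both without overlap (exact permutation test, two-sided p = 0.1 each). In females, the OXPHOS median was -0.09, with 69 of 77 members lower (camera adjusted p = 7.0e-09 over 33 lists), and the scores overlapped (exact permutation test, p = 0.2). Removing the length trend of each library left a median of -0.15 for OXPHOS in males and of -0.05 in females.

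**Figure D2:**
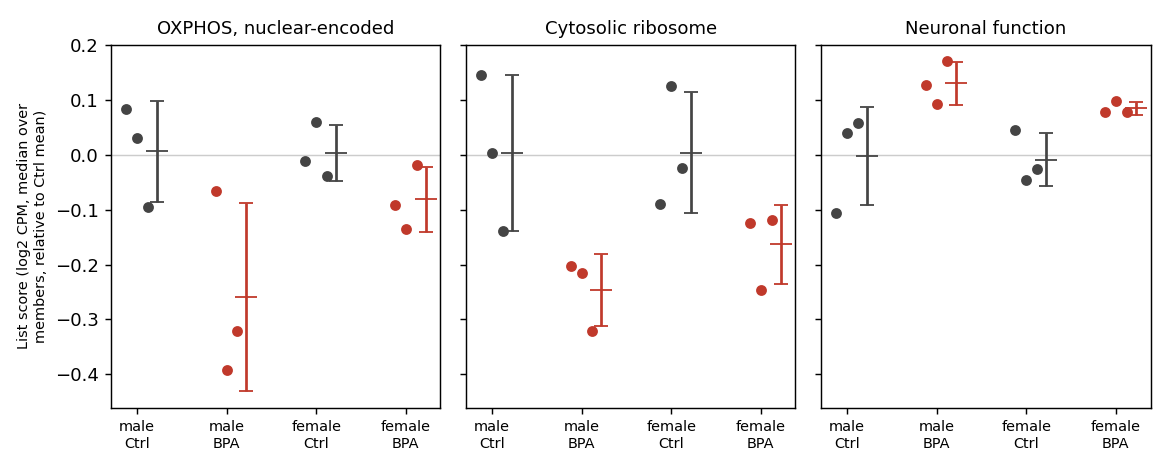
List score (log2 CPM, median over members, relative to the Ctrl mean of the sex) for OXPHOS, the cytosolic ribosome and neuronal function, one point per library, with mean ± SD beside the 3 libraries of each group. In the OXPHOS panel, BPA males average -0.26 with an SD of 0.17 and overlap the Ctrl males, while the ribosome and neuronal scores of the BPA groups lie apart from those of the Ctrl groups in both sexes.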

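Ranked by camera's p, OXPHOS was the first of the lists lower in BPA males and the cytosolic ribosome the second, while in fgsea and by odds ratio the ribosome came first. The ranking therefore changed with the test. The subunits of complex I alone had a median log2 fold change of -0.28, and 36 of 36 were lower in the BPA group (camera adjusted p = 6.9e-19). At the gene level, 10 of these 36 had an adjusted p under 0.05 adjusted over the list alone and 0 over all genes. Complexes III, IV and V had medians of -0.24, -0.26 and -0.28 (camera adjusted p = 3.7e-06, 3.8e-09 and 1.4e-10), with 9 of 9, 12 of 12 and 16 of 16 subunits lower. The 13 OXPHOS subunits encoded by mitochondrial DNA had a median of -0.08, with 9 lower (camera adjusted p = 0.241).

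The 10 complex I genes shown in Fig. 1D were all downregulated DEGs in males, with a median log2 fold change of -0.38. All 10 had an adjusted p under 0.05 adjusted over the list alone and 0 over all genes. The first count was fixed once all 10 were DEGs, because this adjustment cannot raise a p above the largest on the list. The paper's text does not name how these genes were chosen. If they were chosen on these libraries, their being DEGs here is not independent evidence either. Ndufa3 (ENSMUSG00000035674; chromosome 7, from 3617373 to 3620327) fell from 72.2 ± 5.93 CPM to 53.2 ± 6.24 CPM (SD, n = 3/group), a log2 fold change of -0.44 (standard error 0.11). Ndufs7 (ENSMUSG00000020153; chromosome 10, from 80249121 to 80256794) fell from 70.4 ± 10.1 to 50.6 ± 4.58 CPM, a log2 fold change of -0.48 (standard error 0.12). The log2 fold changes of the others were -0.47 for Ndufa7, -0.40 for Ndufc1, -0.39 for Ndufb6, -0.37 for Ndufs6, -0.34 for Ndufa13, Ndufs8 and Ndufb10, and -0.29 for Ndufb5. The groups overlapped for Ndufc1 (exact permutation test, two-sided p = 0.2) and were separated for the other 9 (p = 0.1 each). These genes have a median exonic length of 1234 bases, in the range where male changes were lower as a group.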

The OXPHOS pathway was at the top of the list of significantly downregulated pathways associated with the BPA group (FDR < 0.05) (Fig. S2). Furthermore, we performed qRT-PCR and validated the decreased expression of genes in mitochondrial Complex I in the BPA group, compared to the Ctrl group, using different batch of samples (*P* < 0.05, n = 6/group) (Fig. 1D).

In addition, we performed an integrated analysis of our bulk RNA-seq, referencing the published scRNA-seq data (Bhattacherjee et al. 2019). When visualizing the average expression of DEGs on the t-SNE plots of the published scRNA-seq, both upregulated (Fig. S3B, D) and downregulated (Fig. S3C, E) genes exhibited relatively high expression in excitatory neurons. However, no significant enrichment was calculated for the upregulated DEGs, while the downregulated DEGs were significantly enriched in both excitatory and inhibitory neurons (Fig. 1F). We performed additional analysis using a different set of published scRNA-seq data (GSE211099). Despite some variations, we consistently observed enrichment of downregulated genes in excitatory neurons (Fig. S4). Given the robust nature of energy metabolism in neurons, and the observed downregulation of genes associated to energy metabolic pathway (Fig. 1C-D, Fig. S2), we speculated that prenatal BPA exposure may potentially influence the mitochondrial function of neurons in adult offspring. To explore this further, we measured ATP levels and observed a significant decrease in the cortex of the BPA compared to the Ctrl group (*P* < 0.05, n = 6/group) (Fig. 1E). Additionally, we examined mitochondrial morphology under electron microscopy. We observed a trend (*P* = 0.054, n = 9/group) towards fewer mitochondria in neurons in the BPA group (Fig. 1G). Collectively, these findings suggested potentially compromised energy metabolism in the adult brain following prenatal exposure to BPA.

#### Differential regulation patterns of DEGs via chromatin interactions in adult cortex after prenatal BPA exposure

Transcriptomic analysis reveals that prenatal BPA exposure leads to alterations in numerous functional pathways in the adult cortex (Fig. 1). These changes encompass the collective expression of a vast number of genes, suggesting a generalized regulatory mechanism as opposed to one restricted to individual genes. Previous research has shown that chromatin interactions, within the scope of spatial chromatin organization, are essential drivers of the coordinated regulation of multiple genes (Rajarajan et al. 2018). Therefore, we utilized published Hi-C data to gain deep insight into the transcriptional regulation patterns of DEGs in our current study (Jiang et al. 2017). We first reconstruct the chromatin contact map, retrieving significant contacts at a resolution of 20 Kb. We then selected the significant contacts associated with all genes detected in our bulk RNA-seq and computed the cumulative interaction score for each gene. Intriguingly, when we arranged the genes according to their interaction scores, the upregulated genes were significantly overrepresented among the top 5% (Fig. 2A, B left). In contrast, downregulated genes were underrepresented in this population (Fig. 2A, B right). Violin plots depict the distribution of interaction scores for upregulated (Up_genes), downregulated (Down_genes), and unchanged (Non_genes) genes. Consistently, the interaction scores of Up_genes were significantly higher compared to those of Non_genes, while Down-genes exhibited the opposite pattern (Fig. 2C). The number of significant contacts associated with Up_genes was larger compared to Down_genes (Fig. 2D), indicating more interactions with Up_genes. O/E value reflets the intensity for each contact, and the contact intensity for Up_genes was higher compared to Down_genes (Fig. 2E), indicating stronger interactions for Up_genes. Moreover, empirical cumulative distribution function (ECDF) plot demonstrated the distribution of interaction distance, and revealed higher proportion of Up_genes contacts with long distances as compared to Down_genes (Fig. 2F). Collectively, these data indicated that there were more and stronger chromatin interactions with longer distances associated with Up_genes compared to Down_genes. Notably, there was a much higher proportion of interactions associated with promoters for Down_genes (80%), compared with 20% for Up_genes (Fig. 2G). We also performed additional analysis with a different set of published Hi-C data (Chandrasekaran et al. 2021) and obtained consistent results (Fig. S5A-G).

**Fig. 2:**
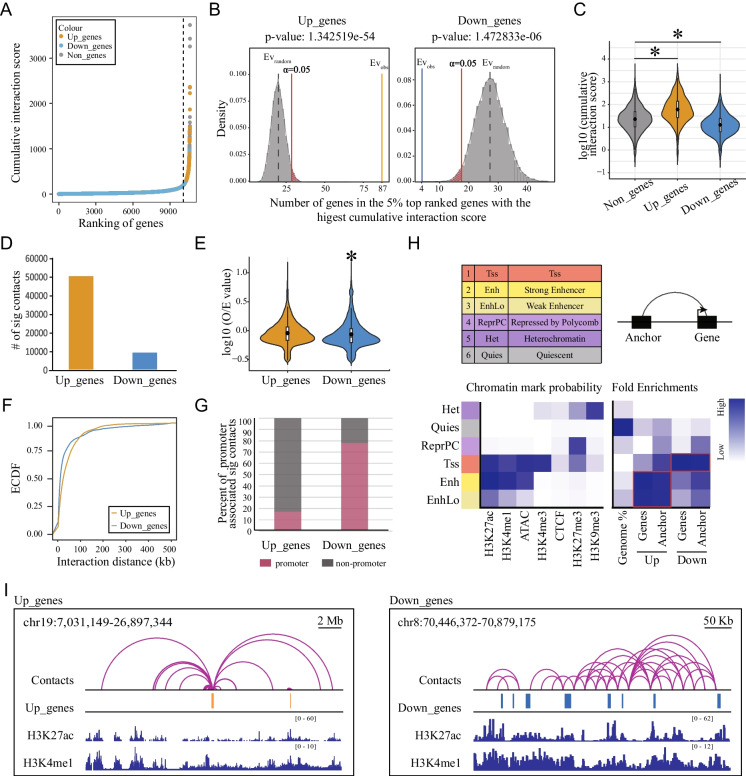
Distinct 3D epigenomic signature on the upregulated and downregulated genes. Published Hi-C data (GSE99363) were used to obtain gene-associated contacts. **(A)** Gene-associated contacts were extracted out and the cumulative interaction scores for each gene were calculated. Genes were ranked according to the cumulative interaction scores. The dashed line separates the 5% top genes with highest cumulative interaction score with other genes. **(B)** Permutation plot of number of overlapped genes between the randomly sampled background genes and the 5% top ranked genes. Yellow and blue line indicates the overlap observed between the up- (Left) or down-regulated (Right) genes and the 5% top ranked genes. **(C)** Violin plot shows distribution of cumulative interaction score of each gene. *P < 0.05, Dunn's test. **(D)** Bar plot shows the number of significant contacts associated with up- and down-regulated genes. Gene-associated significant contacts were defined as either anchor of the contacts overlapping with genes. **(E)** Violin plot shows the distribution of O/E value of each contact. **(F)** ECDF plot of interaction distance shows more proportion of long-range interactions for Up_genes. **(G)** Bar plot shows the proportion of promoter associated with significant contacts. **(H)** Chromatin states were categorized by ChromHMM using our ATAC-seq, H3K27me3, H3K9me3 ChIP-seq data and published H3K27ac (GSE99363), CTCF (GSE99363), H3K4me1 (GSE90020), H3K4me3 (GSE90020) ChIP-seq datasets. The enrichment score for the categories is shown by color. The red box highlights the most significant enrichment of categories. **(I)** Representative map tracks show chromatin contacts and enhancer marks (H3K27ac, H3K4me1) associated with Up_genes (Left) and Down_genes (Right)

We further applied ChromHMM analysis to assess the chromatin states for both genes and their corresponding anchors of chromatin interactions associated with upregulated and downregulated genes. Using our ChIP-seq (H3K27me3, H3K9me3) and ATAC-seq data, together with published ChIP-seq (H3K27ac, H3K4me1, H3K4me3 and CTCF) (Jiang et al. 2017; Walsh et al. 2017) datasets, we categorized chromatin into six states for the adult mouse cortex (Fig. 2H left). We then calculated the enrichment of upregulated and downregulated genes, along with their corresponding anchors, in each of the chromatin state respectively. Our results revealed that upregulated genes and their corresponding anchors were primarily enriched in the enhancer regions (2, Enh; 3, EnhLo), characterized by H3K27ac, H3K4me1, and ATAC-seq signals (Fig. 2H right). Meanwhile, downregulated genes and their corresponding anchors were predominantly enriched in active gene promoters (1, Tss), featured with H3K4me3 and other open chromatin signals (Fig. 2H right). Consistent results were revealed (Fig. S5H) when we performed additional ChromHMM analysis using different sets of published ChIP-seq (ENCODE Project Consortium 2012; Hagelkruys et al. 2022; Mo et al. 2015) and ATAC-seq data (Stroud et al. 2020).

In summary, we discovered that the patterns of chromatin spatial interaction associated with upregulated genes markedly differed from those associated with downregulated genes. The upregulated genes, which exhibit more and stronger chromatin interactions, are primarily under the remote control of enhancers (Fig. 2I left, Fig. S5I left). Conversely, downregulated genes appear to be regulated by chromatin interactions among relative adjacent genes (Fig. 2I right, Fig. S5I right). These distinct regulatory patterns provide insight into the unique gene regulation signatures in adult cortex following prenatal exposure to BPA.

#### Alterations of DNA methylation in adult cortex after prenatal BPA exposure

DNA methylation is one of the most extensively studied repressive epigenetic marks. It has been reported that BPA can influence DNA methylation thus affect the expression of neuronal genes (Alavian-Ghavanini et al. 2018; Kundakovic et al. 2015). To study whether DNA methylation contributed to gene dysregulation, we performed RRBS to profile genome-wide alterations of DNA methylation in adult cortex from both the BPA and Ctrl groups. We identified a total of 10,136 differentially methylated sites (DMSs), comprising 5,329 hypermethylated and 4,807 hypomethylated sites (q < 0.05, difference > 10%, n = 3/group) (Fig. 3A, Table S3). The alterations on the hypomethylation sites were more pronounced (Fig. 3A). Notably, genome annotation of DMSs revealed that 61% hypomethylated and 64% hypermethylated sites were gene-associated, located in the promoter, intron, and exon regions (Fig. 3B). GO analysis showed that hypomethylated genes were enriched in pathways of glutamatergic synapse and cell signaling (Fig. 3C), while hypermethylated genes were enriched in the pathways of neurogenesis, neuron differentiation and cell projection (Fig. 3D).

**Fig. 3:**
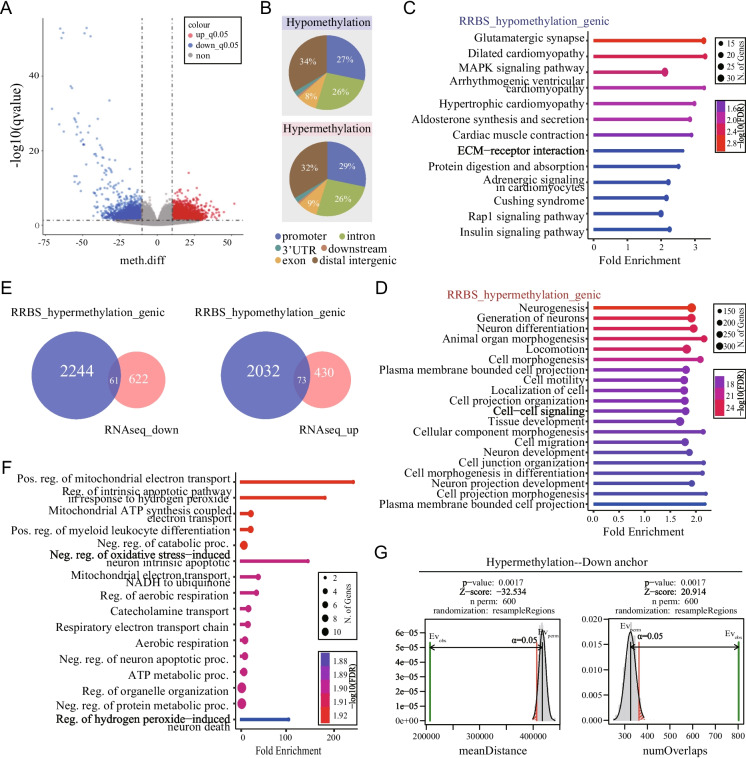
Alterations of DNA methylation in adult cortex after prenatal BPA exposure. **(A)** Volcano plot of DMSs in cortex of adult male offspring. Red, hypermethylated sites; blue, hypomethylated sites. BPA vs. Ctrl, q-value < 0.05 and methylation difference > 10%, n = 3/group. **(B)** Genome annotation pie-plot of the hypo- (Top) and hyper- (Bottom) methylated sites. ShinyGO analysis (“Biological Process”) of hypo- **(C)** and hyper- **(D)** methylated genes. **(E)** Overlap between down-regulated genes and hypermethylated genes (Left). Overlap between up-regulated genes and hypomethylated genes (Right). **(F)** ShinyGO analysis (“Biological Process”) of the overlapping hypermethylated and downregulated genes. **(G)** Permutation test shows mean distance (Left) and number of overlaps (Right) between DNA hypermethylated sites and anchors interacting with the promoters of downregulated genes

Despite the modest overlap between genes associated with DMSs and DEGs from RNA-seq (Fig. 3E), GO analysis of the 61 overlapping hypermethylated and downregulated genes showed significantly enrichment in pathways associated with mitochondrial functions, notably the energy respiratory chain (Fig. 3F). Meanwhile, 73 up-regulated genes were overlapped with hypomethylated genes, but no enriched pathway were identified in this group. Further analysis revealed that, compared to chromatin interaction anchors for all gene promoters, a significantly higher number of overlaps and a shorter mean distance were observed between DNA hypermethylation sites and regions (anchors) interacted with the promoters of downregulated genes (Fig. 3G). These findings suggest that prenatal BPA exposure leads to alterations in DNA methylation within the cerebral cortex of adult offspring, and DNA hypermethylation might partially account for the observed gene downregulation.

#### Alterations of repressive histone modifications in adult cortex after prenatal BPA exposure

In addition to DNA methylation, repressive histone modifications such as H3K27me3 and H3K9me3 also mediate long-term effects of BPA (Fatma Karaman et al. 2019; Senyildiz et al. 2017). We, therefore, performed H3K27me3 ChIP-seq on adult cortex from both BPA and Ctrl groups. On average, we detected 10,581 H3K27me3 peaks per sample. however, only a small percentage (1.6%) of these peaks were altered in the BPA compared to the Ctrl group. Among them, 125 peaks showed increased H3K27me3 occupancy in the BPA group (*P* < 0.05, n = 4/group) (Fig. 4A, Table S4), with 86% of these peaks located on gene promoters (Fig. 4B, left). Only 41 peaks were downregulated in the BPA group (*P* < 0.05, n = 4/group), and 32% on the gene promoters (Fig. 4B, right). Subsequently, we investigated the association between differential H3K27me3 peaks and DEGs. Permutation tests revealed that the location of upregulated H3K27me3 peaks were significantly closer to the TSS of downregulated genes (Fig. 4C). Conversely, downregulated H3K27me3 peaks were significantly further away from the TSS of upregulated genes (Fig. 4D). Moreover, H3K27me3 signals peaked at the TSS of downregulated genes, and these signals were more pronounced in the BPA compared to the Ctrl group (Fig. 4E, left), especially for the OXPHOS genes (Fig. 4E, right). These findings suggest that H3K27me3 might regulate gene expression by directly repressing the promoter activity of downregulated genes in adult cortex after BPA exposure.

**Fig. 4:**
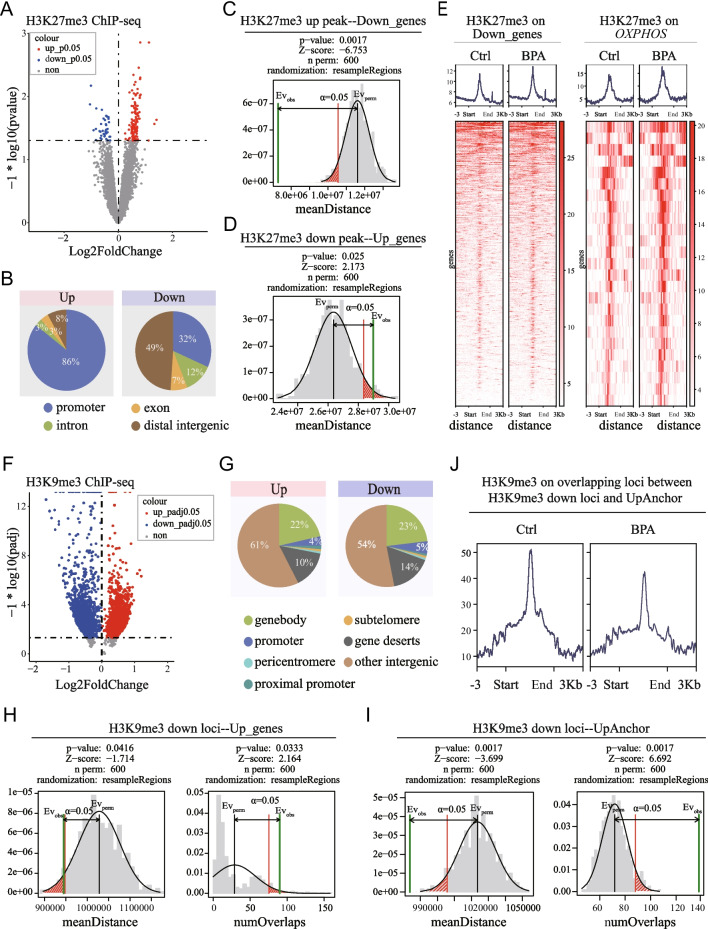
Alterations of repressive histone modifications in adult cortex after prenatal BPA exposure. **(A)** Volcano plot of differential H3K27me3 modification sites. Red, enhanced modification; blue, decreased modification. BPA vs. Ctrl, *P* < 0.05, n = 4/group. **(B)** Genome annotation pie-plot of the increased (Left) and decreased (Right) H3K27me3 modification sites. **(C)** Permutation test shows mean distance between increased H3K27me3 peaks and the TSS of downregulated genes. **(D)** Permutation test shows mean distance between decreased H3K27me3 peaks and the TSS of upregulated genes. **(E)** Heatmap of H3K27me3 signals on ± 3 Kb of Down_genes (Left) and OXPHOS gene promoters (Right). In each group, the signal of three biological replicates were merged. The gradient color bar indicates the signal strength. **(F)** Neurons of adult male cortex were enriched by FANS sorting for H3K9me3 ChIP-seq. Volcano plot of differential H3K9me3 modification sites were shown. Red, enhanced modification; blue, decreased modification. BPA vs. Ctrl, for differential H3K9me3 sites, cut-off was set as: *P*adj < 0.05, basemean > 50, n = 4 Ctrl/5 BPA. **(G)** Genome annotation pie-plot of the increased (Left) and decreased (Right) H3K9me3 sites. **(H)** Permutation test shows mean distance (Left) and number of overlaps (Right) between decreased H3K9me3 loci and TSS of upregulated genes. **(I)** Permutation test shows mean distance (Left) and number of overlaps (Right) between decreased H3K9me3 loci and anchors interacting with the promoters of upregulated genes. **(J)** H3K9me3 signals at the overlapping regions between H3K9me3 decreased loci and anchors interacting with the promoters of upregulated genes

To improve detection sensitivity and minimize interference from various cell types in the brain, we applied fluorescence activated cell nuclei sorting (FANS) to isolate NeuN + nuclei from the adult cortex for H3K9me3 ChIP-seq. Differential analysis, performed using diffReps with a window size of 1 Kb, identified significant alterations in H3K9me3 occupancy in response to prenatal BPA exposure (*Padj* < 0.05, n = 4 Ctrl/5 BPA) (Fig. 4F, Table S5). Unlike H3K27me3, genome annotation showed that the majority of differential H3K9me3 sites were located in gene deserts and other intergenic regions. Only about 25% of these sites were gene-related for both upregulated and downregulated sites (Fig. 4G), implying H3K9me3 might primarily function on distal regulatory elements. Indeed, when we examined the association between downregulated H3K9me3 loci and upregulated genes, we only detected mild enrichment in terms of distance or overlapping number compared to the background (Fig. 4H). However, permutation tests revealed a significantly higher number and a shorter mean distance between downregulated H3K9me3 loci and regions (anchors) interacting with upregulated genes (Fig. 4I). Moreover, H3K9me3 signals were notably lower in the BPA group compared to the Ctrl group at these overlapping regions (Fig. 4J). These findings suggest that the loss of H3K9me3 occupancy on distal regulatory regions may contribute to the upregulation of gene expression in adult cortex after prenatal BPA exposure.

## Discussion

The US Environmental Protection Agency (USEPA) has set a reference dosage (RfD) for BPA of 50 µg/kg bw/day (Shelnutt et al. 2013), which is estimated as a safe daily oral exposure level for humans. In this research, we chose a more conservative dose of 40 µg/kg bw/day and employed a mouse model for prenatal BPA exposure to investigate the molecular mechanisms of neurological dysregulation in the brains of adult offspring. Our findings revealed that prenatally BPA exposure resulted in significant transcriptional dysregulation in the adult brain, although with subtle behavioral changes. This effect was notably more pronounced in male offspring. Transcriptomic analysis indicated that the upregulated genes predominantly influenced neuronal functions. In contrast, the downregulated genes were primarily associated with energy pathways, including an array of OXPHOS genes. Further evidence suggested compromised mitochondrial function. Additionally, we identified distinct chromatin interaction patterns correlating with upregulated and downregulated genes (Fig. 5). The upregulated genes were characterized by more robust chromatin interactions from various remote enhancers, whereas the downregulated genes formed chromatin interactions among neighboring genes. Moreover, we discovered that increased DNA methylation and H3K27me3 were involved at the promoter regions of the downregulated genes. Meanwhile, a decrease in H3K9me3 occupancy was noted on the distal regulatory regions of the upregulated genes. To summarize, our research presents compelling evidence of sex-specific gene dysregulation in the adult offspring's brain following prenatal BPA exposure. It also highlights unique higher-order chromatin regulatory patterns and underscores the intricate interplay among multiple epigenetic modifications driving this process.

**Fig. 5:**
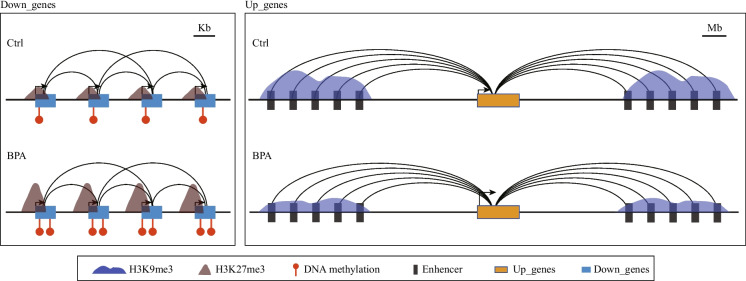
Schematic diagram displays differential epigenetic regulations for upregulated and downregulated genes. The upregulated genes, which exhibit more and stronger chromatin interactions, are primarily regulated by the decreased H3K9me3 modification on the distal enhancers (Right). The downregulated genes were regulated directly by the increased DNA methylation and H3K27me3 modification at the promoter regions (Left)

### Sex difference in transcriptional alteration of adult offspring’s brain following prenatal BPA exposure

Sexual dimorphism in response to prenatal stress has been observed in numerous studies (Barrett and Lessing 2021). Clinical evidence suggests that male fetuses tend to exhibit higher susceptibility to adverse pregnancy outcomes compared to females, often described as “male fragility” (Barrett and Lessing 2021). This trend extends to animal studies. Our study, along with others has demonstrated that male offspring are more susceptible (Thongkorn et al. 2021), although controversial report also exists regarding females (Arambula et al. 2018). The mechanisms underlying these sex differences were largely unknown. BPA, as an endocrine disruptor, is known to interfere with the function of hormone receptors including estrogen receptor (ER) and others (Kundakovic et al. 2013). The differential expression of hormone receptors in response to BPA may contribute to sex differences. For instance, at exposure to a low dose of BPA, the expression of estrogen-related receptor gamma (ESRRG) decreased in male placenta, while increased in females (Zou et al. 2022). In addition, a key finding suggests that O-GlcNAc transferase (OGT) in the placenta plays a crucial role in determining resilience to prenatal stress. OGT levels were found to be lower in male placentas compared to females, and further decreased after prenatal stress (Howerton and Bale 2014). This could potentially account for the increased vulnerability of males subjected to prenatal adversities.

### Impaired energy metabolism in adult brain after prenatal BPA exposure

The human brain accounts for 20% of the body's total oxygen consumption. Neurons predominantly rely on aerobic metabolism and procure energy substrates from astrocytes. These substrates are then transported to the mitochondria where they undergo oxidative phosphorylation and produce ATP (Jha and Morrison 2020). Our study implied a potential impairment in energy metabolism in the adult brain following prenatal BPA exposure, particularly pronounced in male offspring. This aligns with findings from a rat model in which reduced glucose metabolism is reported in prefrontal cortex and hippocampus of offspring in adulthood following prenatal BPA exposure (Xu et al. 2019). Moreover, region-specific alterations in oxidative energy metabolism were reported in fetal brain of sheep (Guignard et al. 2022). These findings suggest that prenatal BPA exposure may trigger enduring changes in mitochondrial function, potentially compromising neuronal functions in adulthood.

### Unique patterns of epigenetic regulation of differential expressed genes

In our study, we explored the interplay of DNA methylation, histone modifications, and higher-order chromatin interactions in the regulation of gene transcription following prenatal BPA exposure. Our model revealed multiple long-range interactions connecting enhancers and upregulated genes, which mirrors the sophisticated regulatory patterns known to govern neuronal genes (Beagan et al. 2020). Moreover, de-repression as indicated by decreased H3K9me3 was noticed at remote enhancers, which could contribute to the observed upregulation of genes after BPA exposure. These findings echo the work of Amita Bansal and colleagues, who reported remote chromatin interactions between DMSs and DEGs in human amniocytes following prenatal BPA exposure (Bansal et al. 2019). In addition to enhancer-promoter interactions, promoter-promoter interactions represent another type of spatial regulome that coordinates transcriptional control among genes (Schoenfelder 2019). Our data showed a substantial proportion (80%) of chromatin interactions associated with the promoters of downregulated genes. Although these downregulated genes and their corresponding anchors were significantly enriched in open chromatin under normal conditions, increased DNA methylation and H3K27me3 were observed following BPA exposure, which could potentially explain the diminished expression of this subset of genes.

### Limitations and future perspectives

Several questions remain to be addressed in this study. Firstly, there is a lack of direct link between observed molecular alterations and any notable behavioral changes, suggesting potential compensatory mechanisms in the brain to maintain homeostasis despite molecular disturbances. However, this may increase susceptibility to future adverse events, as noted in previous research on early-life stress. Therefore, the observed changes in energy metabolism-related genes in our study could potentially have implications manifesting later in life or upon subsequent challenges, making this an interesting topic for future study. Secondly, while we detected distinct patterns of epigenetic modulation after prenatal BPA exposure, it is not yet clear whether these modifications are directly responsible for the observed changes in gene transcription. To confirm the cause-and-effect relationship, it would be necessary to investigate whether manipulation of these epigenetic changes could normalize the altered gene expression profiles. This could potentially be achieved by using small molecules that interfere with the activity of enzymes for these epigenetic modifications. However, achieving specificity for certain brain region or genes would be challenging. Moreover, as the role of epigenetics in mediating long-lasting effects of early-life adversity is well-accepted (Goyal et al. 2019), it would be interesting to check whether the observed epigenetic changes in the adult brain are already present in early developmental stages. Lastly, although our RNA-seq analysis revealed the enrichment of downregulated genes in the energy metabolic pathway, and a reduction of ATP was detected in the brains of the BPA group, more direct evidence would be necessary to substantiate these findings. Future investigations are crucial to elucidate mitochondrial function and metabolic changes following prenatal BPA exposure.

In conclusion, while our study provides valuable insights into the potential epigenetic mechanisms underlying the long-term effects of prenatal BPA exposure in the adult brain, further research is needed to fully elucidate these complex processes and their implications for neurological health.

## Materials and methods

### Animals

C57BL/6Slac mice were purchased from Shanghai SLAC Laboratory Animal Co. Ltd, Shanghai, China, and maintained on a 12–12 h light/dark cycle with ad libitum access to water and food. All animal work was approved by the Animal Care and Use Committee of Shanghai Medical College of Fudan University.

### Procedure of BPA exposure

Female mice aged 3–6 months were utilized for timed-pregnancy breeding, following a mating protocol of two females to one male per cage. Breeding cages were set up between 5:00 p.m. and 6:00 p.m., and the presence of vaginal plugs was checked the following morning (GD 0.5). Plugged females were then randomly assigned to two groups and administered either corn oil (Ctrl) or 40 μg/kg bw/day of BPA by oral gavage from GD 0.5 to GD 13.5. To obtain adult offspring, the pregnant mice were separated into individual cages 1–3 days prior to parturition and offspring were weaned at postnatal day 21 and group-housed in cages of 3–5 mice. In total, 12–14 litters per group were collected in this study.

### RNA-seq library preparation

RNeasy Lipid Tissue Mini Kit (Qiagen Cat. No. 74804) was used to extract total RNA. In brief, adult prefrontal cortex was collected and homogenized in QIAzol Lysis Reagent. Then the sample was mixed thoroughly with chloroform and centrifuged at 12000 g at 4 ℃ for 15 min. The upper aqueous phase was mixed with 70% ethanol and then transferred to RNeasy Mini spin column and eluted in RNase-free water. The concentration of RNA was measured by Nanodrop. A total of 1 μg RNA was used for mRNA library preparation and sequencing with MGISEQ-2000 set single-end, 50 bp (SE50) (BGI Genomics, China).

### ChIP-seq library preparation

Cortex homogenate was used for H3K27me3 ChIP. As for H3K9me3, Nuclei were extracted from the cortex of male offspring and neuronal (NeuN +) nuclei were enriched by FANS sorting using MoFlo Astrios EQ cell sorter (Beckman Coulter). Native ChIP was performed as described (Jiang et al. 2017). Briefly, the chromatin was digested with MNase at 28 ℃ for 10 min to obtain mononucleosomes and incubated with anti-H3K9me3 (Abcam AB8898) or anti-H3K27me3 (Millipore, 07–449) antibody at 4 ℃ overnight. The immunoprecipitated complexes were captured by protein A/G magnetic beads (Thermo Scientific, 88803) and washed with low-salt buffer, high-salt buffer, Lithium Chloride buffer and TE buffer. ChIP DNA was then eluted in elution buffer and incubated with RNase A, followed by proteinase K incubation. Finally, ChIP DNA was purified using SPRI magnetic beads (Beckman, B23318).

For ChIP DNA library preparation, End-repairing (Lucigen Corporation, ER0720) and A-tailing (Lucigen Corporation, KL11101K) was performed and then ChIP DNA was ligated (Lucigen Corporation, LK0750H) with Y-adaptor (Vazyme, N802) and subjected to PCR amplification (Vazyme, N618-01). Library DNA was size-selected with SPRI beads and sent to GENEWIZ,China, for deep sequencing with Novaseq set paired-end, 150 bp (PE150).

### RRBS library preparation

Nuclei were extracted from cortex homogenates and incubated with RNaseA (Sigma R6513) at 37 ℃ for 15 min, followed by proteinase K (Sigma P2308) incubation at 52 ℃ overnight. The samples were mixed with phenol/chloroform (1:1) (Solarbio P1021), and centrifugated. The supernatant was collected and then precipitated by isopropanol. The product was washed in 70% ethanol, air dried, and dissolved by buffer EB (Qiagen 19086). A total of 1 μg DNA was used for RRBS library preparation and sequenced with Novaseq set paired-end, 150 bp (PE150) (Novogene, China). Briefly, unmethylated lambda DNA was added into the genomic DNA (gDNA) and incubated with MspI enzyme to obtain 200 to 1000 bp fragments. The DNA fragments were then converted by bisulfite using the EZ DNA Methylation-Gold Kit (Zymo Research, United States).

### TEM sample preparation

Prefrontal cortex of male offspring was freshly isolated, and immediately transferred on a hardboard with pre-cooled 2.5% glutaraldehyde. Tissue sample was carefully trimmed into 0.5–1 mm^3^ and mixed with 1 mL of pre-cooled 2.5% glutaraldehyde. The mixture was then placed in 4 ℃ for at least 2 h and submitted to the Electron Microscopy Core Laboratory in the School of Basic Medical Sciences, Fudan University.

### Measurement of ATP

Half cortex of male offspring was isolated and homogenized with Lysis buffer (0.32 M Sucrose, 5 mM CaCl_2_, 3 mM Mg(Ace)_2_, 0.1 mM EDTA, 10 mM Tris–HCl, 0.1% NP40), followed by centrifugation at 12000 g at 4 ℃ for 5 min. The supernatant was used for ATP measurement using ATP Detection Assay Kit (Beyotime, S0026). TECAN Infinite M200 illuminometer was used to record the luminescence.

### Real-time RT-PCR

RNA was converted into cDNA using iScript™ cDNA Synthesis Kit (Bio-Rad, 1708891). PCR reaction mix were assembled using Power SYBR™ Green PCR Master Mix (Thermo, 4368702) and amplified on Thermo Fisher Scientific Applied Biosystems QuantStudio5. *Gapdh* was used as the reference gene. Primers used were provided in Table S6.

### Data analysis

#### RNA-seq

Quality control of the raw data were conducted by FastQC and Trim-galore with adaptor and low-quality reads filtered out. The clean data were then aligned to reference genome mm10 (UCSC) through HISAT2. Then SAMtools v1.6 were used to convert SAM files to BAM files, sort and build the alignment file index. The FeatureCounts v1.6.3 was used for gene count with parameters set as: -t exon -g gene_id and DESeq2 was used for differential analysis with P < 0.05 as cutoff for significant genes. Gene Otology analysis was performed through ShinyGO 0.77 (GO Biological Process).

#### Integrative analysis of bulk RNA-seq and scRNA-seq

The published scRNA-seq (GSE124952) (Bhattacherjee et al. 2019) data of adult mouse prefrontal cortex was incorporated in the cell-type enrichment analysis of DEGs from our adult male RNA-seq datasets, with only the data of saline group used. DEGs contains two gene sets, “Up_genes” and “Down_genes”, that were analyzed separately. Seurat’s Dimplot function was used to generate a t_SNE plot. The average expression of genes in “Up_genes”or “Down_genes” gene set (only detected in scRNA-seq data) in each cells was calculated and scaled by DoHeatmap function. The feature expression was visualized in the t_SNE plot by R packages ggplot2. Then marker genes of each cell cluster were identified by FindAllMarkers function with parameters setting as: only.pos = TRUE, min.pct = 0.25, logfc.threshold = 0.5. Enrichment score of the two gene sets in marker genes list of each cell cluster were calculated using R packgage GeneOverlap (Peña et al. 2019).

#### Hi-C analysis

Hi-C datasets were downloaded from GSE99363 (Jiang et al. 2017). Quality control of the raw data were conducted by FastQC and Trim-galore with adaptor and low-quality reads filtered out. Clean data were mapped to mouse genome mm10 (UCSC) by HICUP (v0.8.0) and HiC-Pro (v2.11.4) was used to generate valid pairs and build normalized contact matrices in 20-Kb-resolution. Fit-Hi-C (v2.0.8) was used to screen out the significant contacts with q-value < 0.01. Gene-associated significant contacts were defined as either anchor of the contacts overlapping with genes and identified by the “intersect” command of Bedtools (version 2.30.0) in default settings. For each gene, we calculated the cumulative interaction score of significant contacts, referring to its intensity of contacts. By ranking cumulative interaction scores for genes, we were able to identify the 5% top genes with the highest cumulative interaction scores. To test whether up- and down- regulated genes were significantly enriched in these 5% top genes with highest cumulative interaction score, we first randomly selected 501 genes (when compared with Up_genes) or 681 genes (when compared with Down_genes) from the background genes and calculated the overlapped genes between the selected genes and the top 5% genes. This process was repeated 10000 times to obtain the frequency distribution of permuted number of overlapped genes and the P-value of overlapped genes greater than 87 or less than 4 were calculated. ChromHMM v1.23 was used for unsupervised segmentation of the mouse genome into 6 states based on our own ATAC-seq, H3K27me3, and H3K9me3 ChIP-seq, together with online published H3K27ac (GSE99363), CTCF (GSE99363) (Jiang et al. 2017), H3K4me1 (GSE90020) and H3K4me3 (GSE90020) (Walsh et al. 2017) ChIP-seq datasets. These states were annotated according to the published article (van der Velde et al. 2021). Each contact contained two anchor bins. Once a gene was successfully mapped to an anchor of the contacts, the corresponding other anchor was termed gene associated anchor. The coordinates of genes or their corresponding anchors were used to assess the enrichment of these candidate regions in the 6 chromatin states. Notably, the color key referred to the column specific color scale, which subtracted the minimum value in the column and were then divided by the maximum column value.

#### RRBS

Data alignment was performed by Bowtie2 with default settings. Duplicated reads were then filtered out by “deduplicate_bismark” function of Bismark (version 0.22.1). The methylation information were extracted by “bismark_methylation_extractor” (–no_overlap –ignore_r2 2 –comprehensive) and used for calculation of the bisulfite conversion rate based on methylation level of spiked-in lambda DNA. The differential analysis was carried out MethylKit R package. Briefly, the list with methylation information was read by “methRead” function with mincov set to 3 and then filtered by “filterByCoverage” with parameters setting as: lo.count = 5,lo.perc = NULL, hi.count = NULL, hi.perc = 99.9. The differential methylation was calculated by the function “calculateDiffMeth” and defined as: qvalue > 0.05 and meth.diff >|10|.

#### ChIP-seq

Data were mapped to genome mm10 (UCSC) by Bowtie2 v2.4.1 with default settings. H3K27me3 peaks were called by Macs2 with parameters set as: -f BAM –broad -g mm. Differential analysis of H3K27me3 peaks was performed using “DiffBind” (version 3.4.11). The consensus peaks were identified by dba.count and dba.peakset functions, and difference were measured by dba.analyze with “DBA_DESEQ2” method. Differential analysis of H3K9me3 signals was conducted by “DiffReps” (version 1.55.6) (Shen et al. 2013) with the parameters setting as: -pval 0.001 -frag 150 -window 1000 -me gt. Deeptools was used to create the protmaps of ChIP-seq signals (Ramírez et al. 2014) with parameters of “computeMatrix scale-regions” setting as: –regionBodyLength 5000 -a 3000 -b 3000 –skipZeros. To evaluate statistical significance of the distance between genes and ChIP-seq peaks, permutation tests were performed by “regioneR” (version 1.26.1) (Gel et al. 2016) with 600 times sampling. The background was set as all genes, while the evaluate function set as “meanDistance”.

## Supplementary information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

## Data Availability

All raw and processed sequencing data have been submitted to the Gene Expression Omnibus (GEO) under the accession number GSE249016.

## Abbreviations

*BPA*: Bisphenol A
*DEGs*: Differentially expressed genes
*RRBS*: Reduced Representation Bisulfite Sequencing
*OXPHOS*: Oxidative phosphorylation
*GO*: Gene Ontology
*DMSs*: Differentially methylated sites
*DMRs*: DNA methylated regions
*FANS*: Fluorescence activated cell nuclei sorting

# Supplementary material for: Distinct epigenetic modulation of differentially expressed genes in the adult mouse brain following prenatal exposure to low-dose bisphenol A
**Source:** Cell Biol Toxicol. 2024 May 22;40(1):37. doi: 10.1007/s10565-024-09875-4
**Supplement:** Supplementary file 1 — Supplementary file1

**Supplemental Figures**

**Title:** Distinct epigenetic modulation of differentially expressed genes in the adult mouse brain following prenatal exposure to low-dose bisphenol A

**Journal:** Cell Biology and Toxicology

**Authors:** Jie Weng^1†^, Yue-yan Zhu^1†^, Li-yong Liao^1^, Xin-tong Yang^2^, Yu-hao Dong^1^, Wei-da Meng^3^, Dai-jing Sun^1^, Yun Liu^3^, Wen-zhu Peng^1*^, Yan Jiang^1*^

*

*

^†^JW and YZ contributed equally to this work

^*^WP and YJ are co-senior authors

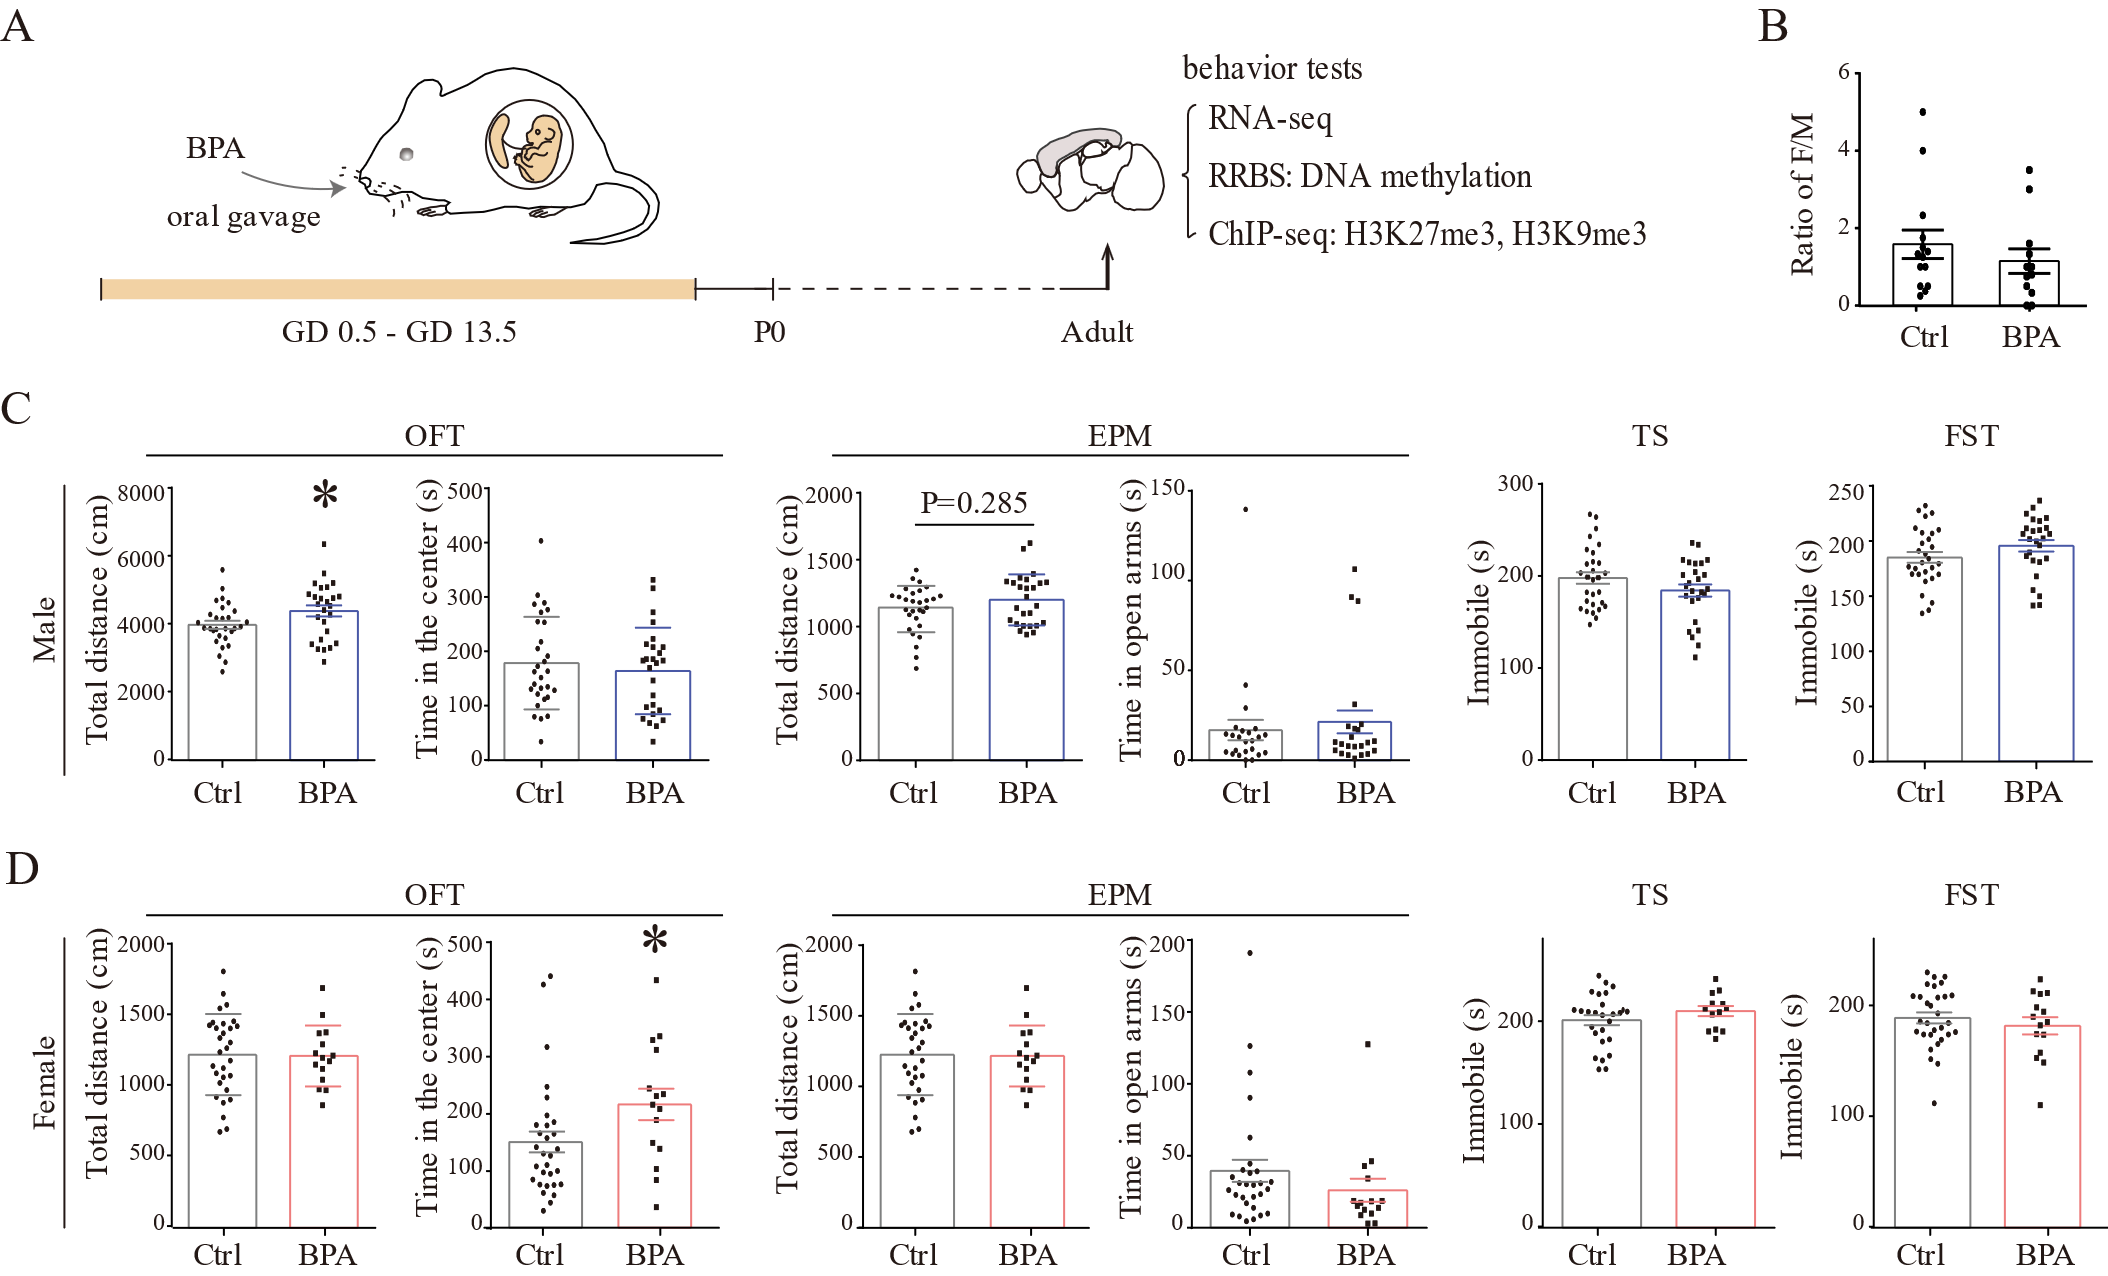

**Supplementary Figure 1. Behavioral performance of adult offspring following prenatal BPA exposure. (A)** Schematic timeline of experimental procedure. Pregnant mice were administrated with corn oil (Ctrl) or 40 ug/kg bw/day BPA by oral gavage from GD0.5 to GD13.5. Adult offspring were subjected to behavioral tests, and the brains were collected for transcriptomic and epigenomic profiling. **(B)** Sex ratio (female to male) of offspring. N = 12-14 litters/group. Mean ± SEM. Unpaired *t*-test, two-tailed. (**C**) Behavioral performance of male offspring. Total distance in open field was increased in the BPA group. No significant difference was detected in the elevated plus maze test, tail suspension test and forced swimming test. N = 26-29/group. Mean ± SEM. **P* < 0.05, Unpaired *t*-test, two-tailed. (**D**) Behavioral performance of female offspring. Female mice spent more time in the center. No significant difference was detected in the elevated plus maze test, tail suspension test and forced swimming test. N = 15-30/group. Mean ± SEM. **P* < 0.05, Unpaired *t*-test, two-tailed.

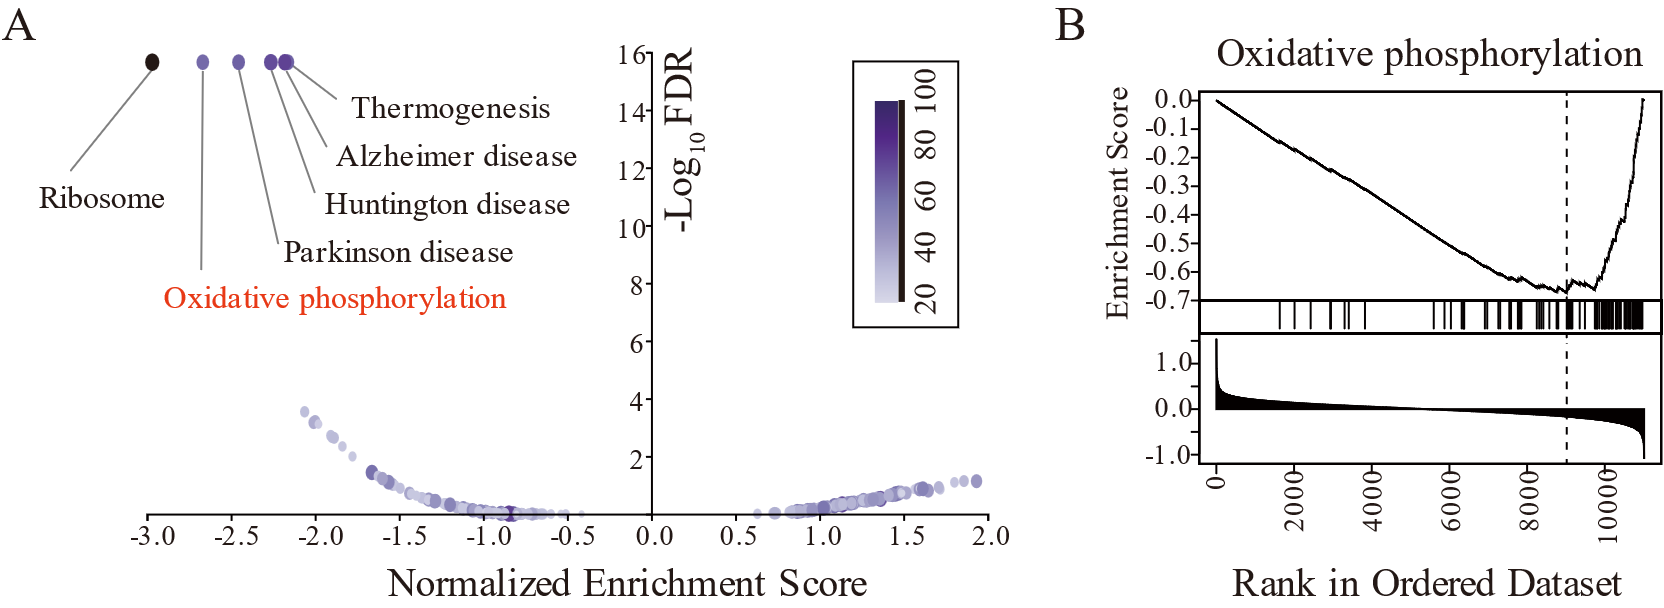

**Supplementary Figure 2. Decreased OXPHOS pathway in adult cortex after prenatal low-dose BPA exposure**. (**A**) Dot plot of Gene Set Enrichment Analysis (GSEA) KEGG pathway enrichment (BPA vs. Ctrl) shows the significantly enriched pathways. Color key for number of genes in each pathway. (**B**) Enrichment score (ES) plots for oxidative phosphorylation (Right). The KEGG functional database in WEB-based GEne SeT AnaLysis Toolkit (WebGestalt, https://www.webgestalt.org/) was used for GSEA.

**
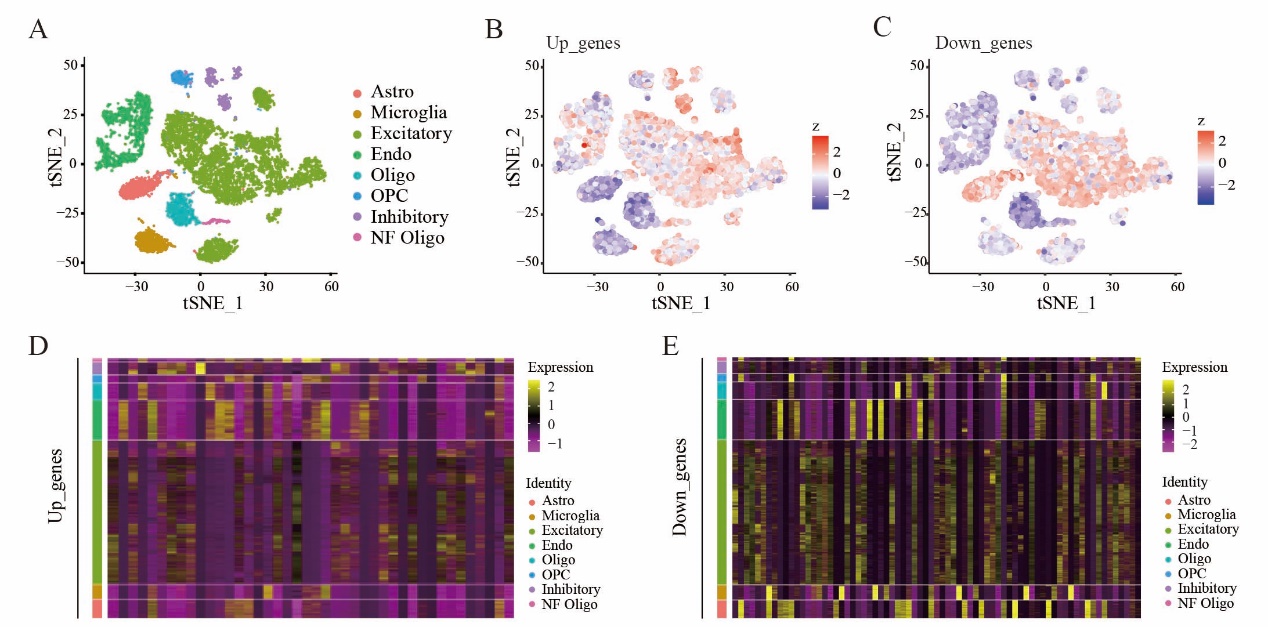
**

**Supplementary Figure 3. Enrichment of differentially expressed genes in different cell types.** **(A)** Scatterplots visualize the 8 clusters of cell types in the t-SNE map of published scRNA-seq data. The 8 cell clusters were: Excitatory neuron (Excitatory), Astrocyte (Astro), Oligodendrocyte (Oligo), Inhibitory neuron (Inhibitory), Microglia, Oligodendrocyte precursor cell (OPC), Endothelial cell (Endo). Newly formed Oligodendrocyte (NF Oligo). Scatterplots visualize the expression and distribution of “Up_genes” **(B)** and “Down_genes” **(C)** in the t-SNE map. Seurat’s DoHeatmap shows the individual gene expression level of “Up_genes” **(D)** and “Down_genes” **(E)** in each cell of the published scRNA-seq. Only genes detected in scRNA-seq were shown.

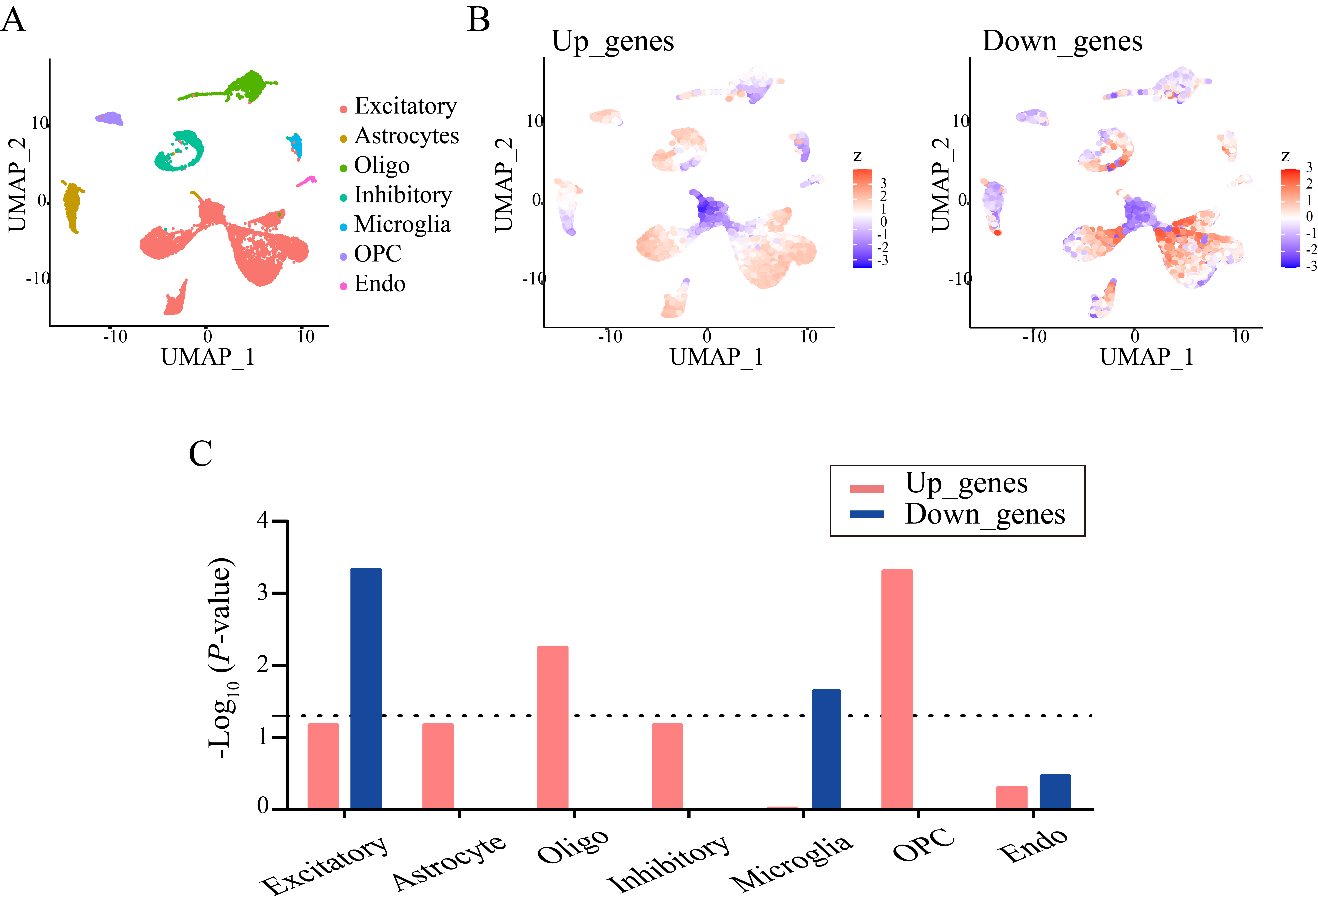

**Supplementary Figure 4.**:Additional analysis of cell type enrichment of DEGs using a different set of scRNA-seq data. (**A**) Scatterplots visualize the 8 clusters of cell types in the published scRNA-seq data (GSE211099). The 8 cell clusters were: Excitatory neuron (Excitatory), Astrocyte, Oligodendrocyte (Oligo), Inhibitory neuron (Inhibitory), Microglia, Oligodendrocyte precursor cell (OPC), Endothelial cell (Endo). (**B**) Scatterplots visualize the average expression of “Up_genes” (Left) and “Down_genes” (Right) in the scRNA-seq data. Both upregulated and downregulated genes had relatively high expression level in neuronal cells. (**C**) Enrichment analysis revealed that downregulated genes were primarily enriched in excitatory neurons and microglia, while upregulated genes were mainly enriched in oligodendrocytes and their precursors.

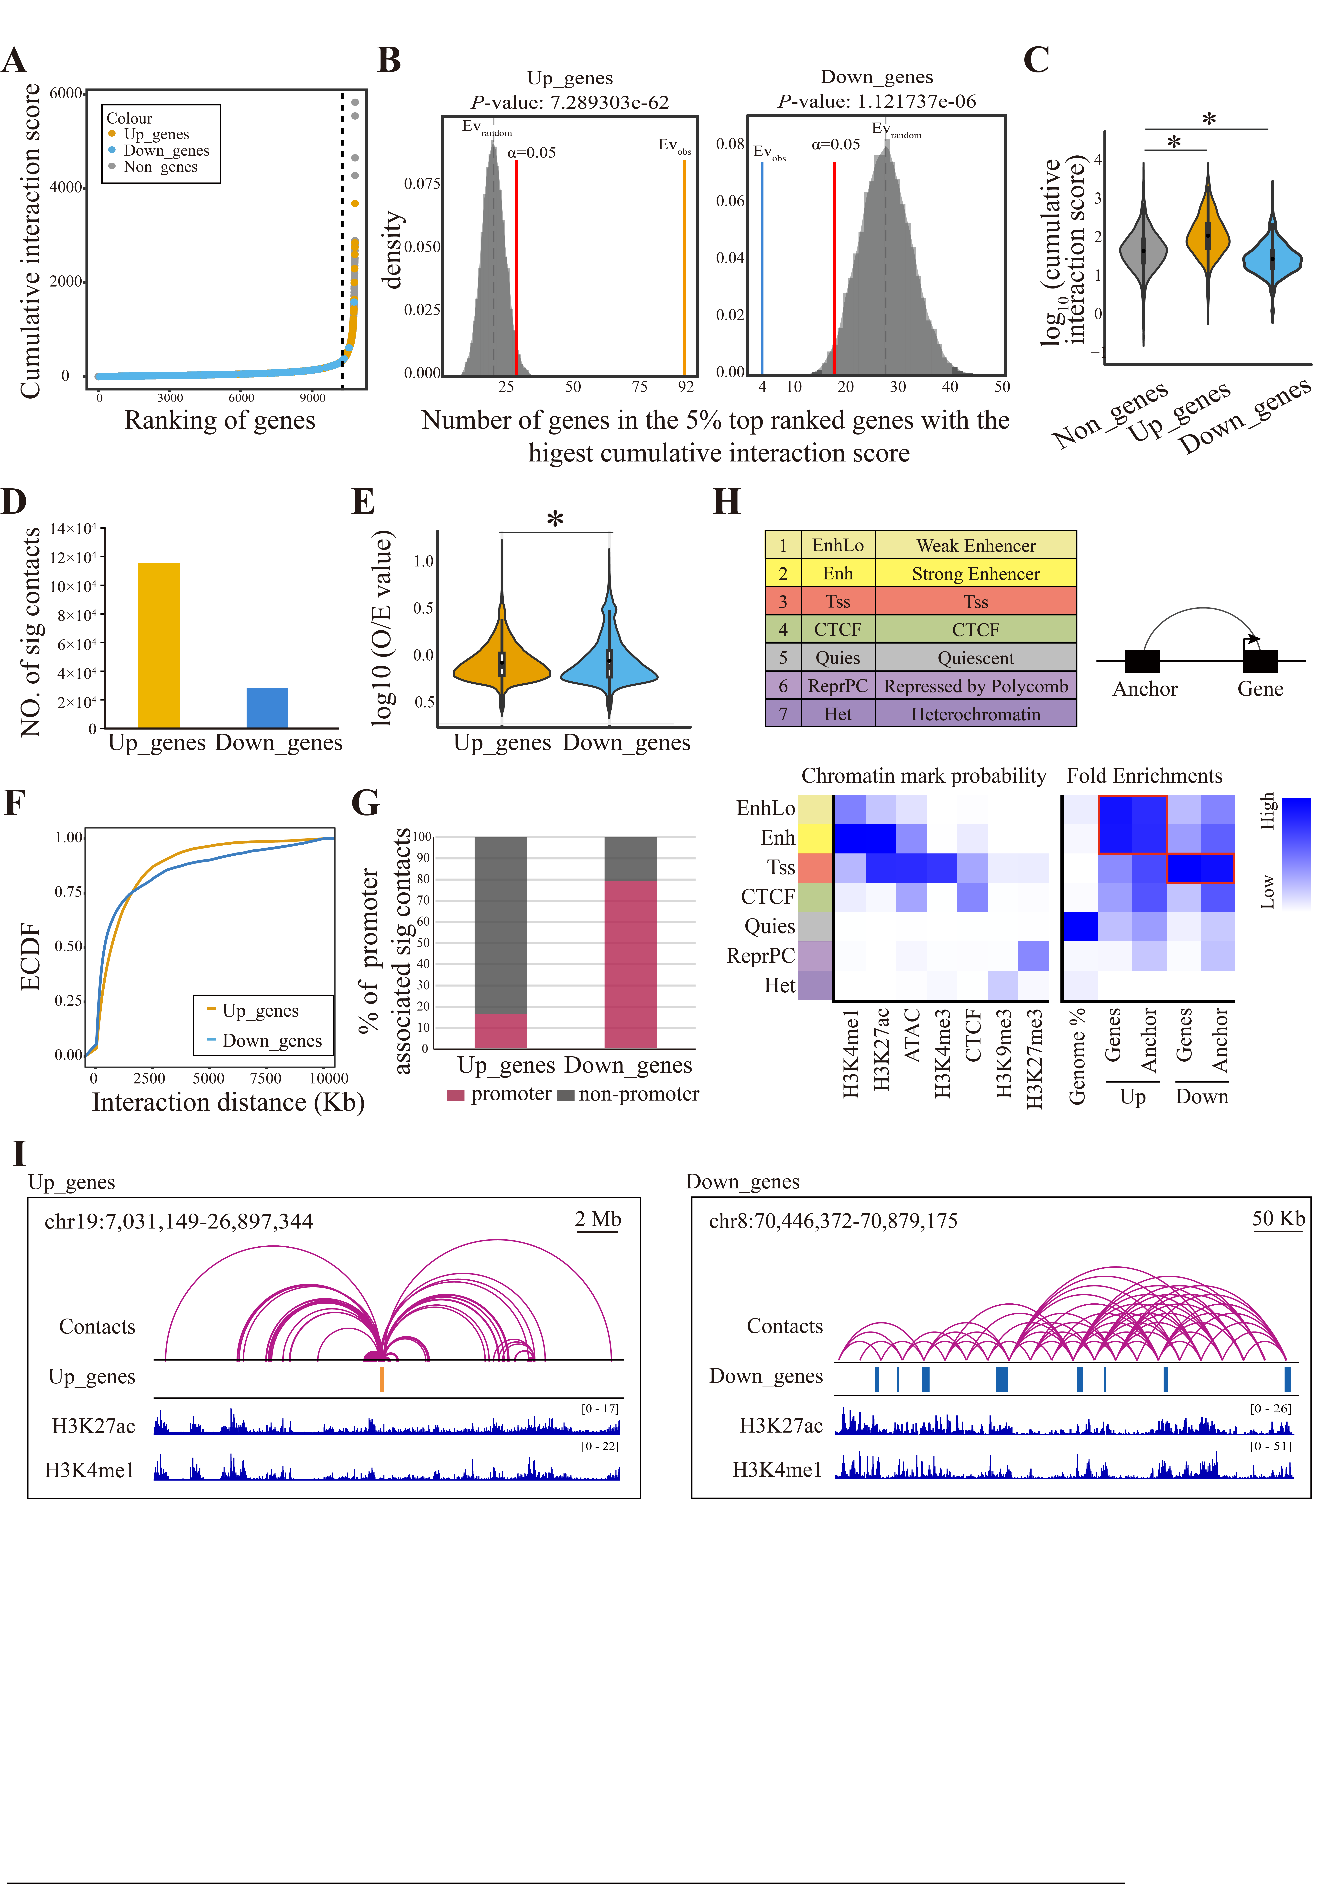

**Supplementary Figure 5. Additional analysis of 3D epigenomic signature of DEGs using different datasets.** **(A-G)** Validation of distinct chromatin interaction pattern of DEGs (Fig 2) using a different set of Hi-C data (GSE168524) **(A-C)** Upregulated genes were significantly enriched in the top 5% genes with highest cumulative interaction score, while downregulated genes significantly underrepresented among those top 5% genes. **(A)** the Gene-associated contacts were extracted out and the cumulative interaction scores for each gene were calculated. Genes were ranked according to the cumulative interaction scores. The dashed line separates the 5% top genes with highest cumulative interaction score with other genes. **(B)** Permutation plot of number of overlapped genes between the randomly sampled background genes and the 5% top ranked genes. Yellow and blue line indicates the overlap observed between the up- (Left) or down-regulated (Right) genes and the 5% top ranked genes. **(C)** Violin plot shows distribution of cumulative interaction score of each gene. **P* < 0.05, Dunn's test. **(D-F)** Compared to downregulated genes, significant interactions related to upregulated genes exhibited higher number **(D)**, higher intensity **(E)** and longer distance **(F)**. **(G)** Downregulated genes showed more proportion of promoter-associated contacts than upregulated genes. **(H)** Chromatin states were categorized into seven groups by ChromHMM, using the published ChIP-seq data encompassing various histone modifications including H3K27ac (GSE63137), H3K4me1 (GSE63137), H3K4me3 (GSE63137), H3K27me3(GSE63137), H3K9me3(GSE189755) and CTCF (GSE231067), along with ATAC-seq data (GSE150533). The enrichment for the categories is shown. The red box highlights the most significant enrichment of categories in the chromatin state. Specifically, up-regulated genes and their corresponding anchors were mainly enriched in the enhancer region (1, EnhLo; 2, Enh). Meanwhile, down-regulated genes and their corresponding anchors were primarily enriched in gene promoter regions (3, Tss). In addition, gene anchors were also enriched in CTCF regions (4, CTCF). **(I)** Representative map tracks show chromatin contacts and enhancer marks (H3K27ac, H3K4me1) associated with Up_genes- (Left) and Down_genes (Right).

# Supplementary material for: Distinct epigenetic modulation of differentially expressed genes in the adult mouse brain following prenatal exposure to low-dose bisphenol A
**Source:** Cell Biol Toxicol. 2024 May 22;40(1):37. doi: 10.1007/s10565-024-09875-4
**Supplement:** Supplementary file 2 — Supplementary file2

**Supplemental Methods**

**Title:** Distinct epigenetic modulation of differentially expressed genes in the adult mouse brain following prenatal exposure to low-dose bisphenol A

**Journal:** Cell Biology and Toxicology

**Authors:** Jie Weng^1†^, Yue-yan Zhu^1†^, Li-yong Liao^1^, Xin-tong Yang^2^, Yu-hao Dong^1^, Wei-da Meng^3^, Dai-jing Sun^1^, Yun Liu^3^, Wen-zhu Peng^1*^, Yan Jiang^1*^

*

*

^†^JW and YZ contributed equally to this work

^*^WP and YJ are co-senior authors

***Open field test***

A 40cm×40cm×40cm open field box with white inner wall was used in this test. Mice were individually introduced to the open field box and allowed free exploration for 15 min. The whole procedure was video-recorded and analyzed by EthoVision XT 14.0. The virtual center zone was defined as half of the whole arena right in the middle of the bottom. Total distance was calculated to assess the mouse activity and time in center zone was analyzed to evaluate anxiety-like behavior.

***Elevated plus maze test***

A “+” shaped maze with two opposite positioned open arms and two opposite positioned closed arms were used. Mice were individually introduced to the elevated plus maze and allowed free exploration for 5 min. The whole procedure was video-recorded and analyzed by EthoVision XT 14.0. Total distance was calculated to assess the mouse activity and the preference of being in the open arms over closed arms was analyzed to assess the anxiety-like behavior.

***Forced swim test***

Fill a glass beaker with 30 cm-deep water at 25±1°C. Mice were individually introduced to the glass baker and record with a camera for 5 min. EthoVision XT 14.0 was used for analyzing the mobility. Immobility time were calculated to evaluate the depressive-like behavior.

***Tail suspension test***

The mice were secured with tape at the posterior 1/3 of the tail and hung head down on a stand, recorded by a camera for 5 min. EthoVision XT 14.0 was used to analysis the mobility. The duration of immobility was calculated to reflect the depressive-like behaviors.

***Integrative analysis of bulk RNA-seq and scRNA-seq***

The cell-type enrichment analysis was performed as described in the Methods session of main manuscript. A different set of published scRNA-seq (GSE211099) data of adult mouse motor cortex (WT-PBS group) was used.

***Hi-C analysis***

All analysis were performed as described in the Methods session of main manuscript. A different batch of published data from GSE168524 (Hi-C), GSE63137 (H3K27ac, H3K4me1, H3K4me3, H3K27me3), GSE189755 (H3K9me3), GSE231067 (CTCF) and GSE150533 (ATAC-seq) was used.

How the deposited data were processed for this re-analysis (not part of the article)

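Messenger RNA from the prefrontal cortex of 12 adult mice was analysed, 3 in each of 4 groups: Ctrl males, BPA males, Ctrl females and BPA females (n = 3/group). The groups and replicate numbers were taken from the sample labels and the paper. The other assays of the study were not analysed here, apart from 1 comparison with peak lists of its supplement. The authors trimmed the reads with Trim Galore, aligned them to mm10 with HISAT2, counted reads per gene with featureCounts on the GENCODE vM20 annotation, and deposited these raw counts for each mouse, without normalization or pooling. The counts of the females record the counting command and those of the males do not, so that any difference in processing between them goes with sex. Each library listed the same 54752 genes, and its values were whole numbers. Of these genes, 54723 had a name, exonic length and GC content in the annotation used here and 29 did not. No count fell outside a gene (0 lines without one).

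Library totals ranged from 16759990 to 17469357 counts. At this depth, counting error was small beside the differences between mice: for pairs of libraries of one group, the chi-square of their counts per degree of freedom was between 7.55 and 27.7, so that each library was used as 1 replicate. Where all libraries of a group had at most 3 counts of a gene, folds are given as lower bounds.

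All computations started from these counts and used R 4.3.3. Within each sex, the BPA and Ctrl groups were compared with edgeR 4.0.16 by its quasi-likelihood test with TMM normalization. Genes were filtered by filterByExpr with a minimum count of 10, which left 16021 genes in males and 17022 in females. The biological coefficient of variation was 0.127 in males and 0.146 in females. The threshold was an unadjusted p under 0.05, as in the paper, and Benjamini-Hochberg adjusted values were computed over all genes tested. The sexes were compared by the contrast of their responses in one fit of all 12 libraries. Values of single genes were also compared by the exact permutation test of 3 libraries against 3, which cannot give a two-sided p under 0.1. Levels are CPM after TMM scaling, and log2 CPM used a prior count of 2.

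Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with 34 lists in males and 33 in females. They covered energy metabolism, translation and protein turnover, neuronal functions, responses to hormones, time of day and activity, blood, cell types, neighbouring tissues, sex and the genes that the paper names. A list of 2 genes of the inactive X chromosome was too small to test. Enrichment among DEGs was tested by Fisher's exact test against all genes tested. These lists stand in for the gene ontology and KEGG lists of the paper, which were not used here.

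Alternatives were DESeq2 1.42.0 in place of edgeR, its size factors within edgeR, library size alone, no filter on low counts, at least 10 counts in every library, all 12 libraries in one fit, the replicate number as a block, offsets against gene length or GC content, both block and length offset, a term for mouse identifiers of 3 or 4 digits, mt- genes left out, an unadjusted threshold of 0.01, each replicate left out, genomic span in place of exonic length, and for lists camera with estimated correlation, fry, and fgsea 1.28.0. The offsets subtracted from each library its smooth trend (loess, span 0.5) of log2 CPM against log2 exonic length or GC content. The lists, these alternatives and the rule for the genes named were set before the data were examined. The rule covered the genes the paper names, the genes of sex and blood, the 5 genes with the smallest p per sex and direction among those without overlap of the groups, genes called alike in both sexes, and up to 3 examples per list. Some genes that this rule covers are not reported here. A pair of alternatives was added later: DESeq2 without a filter, and the length offset together with the identifier term.

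Each count of genes was also computed for all 10 splits of the 6 libraries of a sex into 3 and 3. Comparisons between the sexes were computed for 100 pairs of such splits, drawn from the 200 possible. List scores of all 12 libraries were also fitted by least squares on the 4 groups and one shift for identifiers of 4 digits. For matched lists, 10000 random lists of genes of like exonic length and expression were drawn.

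The procedure was tested on simulated counts for 16021 genes with the means and library sizes of the males. Of 200 genes changed by 1 on the log2 scale, 152 (76%) had an adjusted p under 0.05, among 15845 tested, as did 14 unchanged genes. At a change of 0.5, an unadjusted p under 0.05 was reached by 71.5% and an adjusted p under 0.05 by 11 genes. Without any change, 785 of 15845 genes (4.95%) had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. A simulated length trend gave a rho of 0.419, which the length offset reduced to 0.0087, and it lowered the genes at an unadjusted p under 0.05 from 1285 to 775 of 15793. A list of 80 genes shifted by -0.25 gave a camera p of 1.6e-21, and an unshifted list of that size 0.41. In these simulations, genes varied independently of each other.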

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

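Of the tests named in this part, those of vessel tissue and of the identifier series on list scores were chosen only after the result was seen, and the 9 lists compared between the sexes were chosen after camera's values for all lists were known. Camera's p-values call lists often in these libraries. Among the 10 splits of the 6 male libraries into 3 and 3, camera gave an unadjusted p under 0.05 to the OXPHOS list in 7, to the cytosolic ribosome in 8, to the neuronal list in 8, to the hemoglobin list in 7 and to the list of glucocorticoid-responsive genes in 5. In the 10 female splits these numbers were 5, 7, 6, 4 and 5. No list kept an adjusted p under 0.05 with fry, in either sex or between the sexes (0 lists each, with 8, 3 and 1 at an unadjusted p under 0.05). The p-values of camera below are therefore weighed by the splits.

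The lists that differed between the sexes came from the contrast of the male and the female response, in which camera gave 17 of 34 lists an adjusted p under 0.05. The largest difference that stood out from the splits was in 11 glucocorticoid-responsive genes, which the paper does not discuss. Their median difference, male minus female, was 0.44 on the log2 scale (camera adjusted p = 1.4e-11). The adjusted p was 0.0183 with camera's estimated correlation, the only list under 0.05 there, and 0.128 with fry, within a range of 1.3e-16 to 0.128 over the alternatives. In males, the median log2 fold change of the list was 0.30, with 8 of 11 genes higher in the BPA group (camera adjusted p = 3.9e-07). In females it was -0.15, with 9 of 11 genes lower (camera adjusted p = 0.0345). The female call was kept in 4 of the 6 fits without one female and lost without Ctrl replicate 1 (-0.077, adjusted p = 0.678) and without BPA replicate 3 (-0.17, adjusted p = 0.167), the former being the top of its range from 0.00141. In females, 2 of the 10 splits gave a p as small, and 4 with the length offset. Only 1 of the 100 pairs of splits, the real one, gave the difference a p as small. This share was the lowest of the 34 lists and is not corrected for that choice, so an accident of grouping stays open. The difference kept its call with each of the 12 mice left out, with medians between 0.31 and 0.47. Removing the length trend of each library left an adjusted p of 6.09e-13, which argues against gene length as the whole cause. Adding the mouse identifier term left one of 1.21e-12. Identifiers of 4 digits occur in 2 BPA males, 1 BPA female and 0 Ctrl mice, so the series was also tested on the list scores of the 12 libraries, with one shift for 4 digits that both sexes share. The difference in score was then 0.53 (standard error 0.10) and at least 3.66 standard errors from 0 without any one library, beyond the limit of 2. This argues against such a shared shift as the whole cause. A different response of the sexes to BPA is a candidate explanation and remains an untested hypothesis. A difference between the groups in handling or stress before collection stays open as well, since no measure of it was used here. A processing step shared by all libraries of one sex would not create a difference between its groups.

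Within males, the list's score was -0.05 ± 0.08 in the Ctrl group and 0.29 ± 0.12 in the BPA group (SD, n = 3/group). The scores of 0.43, 0.24 and 0.21 in the BPA libraries lay above those of 0.04, -0.07 and -0.12 in the Ctrl libraries (exact permutation test, two-sided p = 0.1, the smallest possible). This median of 0.30 was a signal outside the genes that the paper discusses. Of the 11 genes, 6 were upregulated DEGs, 5 had an adjusted p under 0.05 adjusted over the list alone and 0 over all genes tested. Among them, Zbtb16 was higher in both sexes, Tsc22d3 rose from 82.7 ± 1.11 to 106 ± 8.96 CPM, and Plin4 from 5.69 ± 0.536 to 16.8 ± 11.4 CPM. The call held with the length offset (adjusted p = 8.62e-11), which argues against gene length as the whole cause. It also held with the identifier term (adjusted p = 3.96e-07), and with the shared shift the score was higher by 0.44 (standard error 0.084), at least 2.70 standard errors from 0 without any one library. The BPA male with 3 digits, replicate 1, had the highest score. A shift of the identifier series that both sexes share is thus argued against as the whole cause too. Leaving out single males gave medians from 0.22 without BPA replicate 1 to 0.33 without BPA replicate 2. Over all other alternatives the adjusted p was between 3.1e-12 and 0.237, with 0.169 under fry and the highest value under estimated correlation. Only the real split among the 10 splits gave a p as small (1 split), a share that cannot go lower with 3 mice against 3, so an accident of which mice fell in which group cannot be told apart from an effect of BPA. The lists for immediate early and circadian clock genes had no call by camera in males (medians of -0.13 and 0.05, adjusted p = 0.857 and 0.241). Camera looks for a shift of a list in one direction, so members that move in opposite directions can cancel. The immediate early score also varied widely among Ctrl males (SD 0.63). Activity and time of day therefore stay open.

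Hemoglobin genes were lower in BPA males, another signal that the paper does not discuss. The 5 genes (Hbb-bs, Hbb-bt, Hba-a1, Hba-a2 and Alas2) had a median log2 fold change of -1.17 in males, with 5 of 5 lower (camera adjusted p = 2.1e-10), and of -0.49 in females, with 4 of 5 lower (camera adjusted p = 2.8e-04). The female call was lost without BPA replicate 2 (-0.25, adjusted p = 0.401, the top of its range from 1.58e-05). The male score fell from -0.02 ± 0.09 to -1.20 ± 0.54, with -1.67, -0.61 and -1.33 in the BPA libraries, all below the Ctrl libraries (exact permutation test, two-sided p = 0.1). Of the 5 genes, 3 were downregulated DEGs in males, 3 had an adjusted p under 0.05 adjusted over the list alone and 0 over all genes. The globin genes are near-identical copies, so the change of each single gene is uncertain. The length offset left an adjusted p of 1.10e-09, within a range of 1.9e-19 to 0.237 over the alternatives, which argues against gene length as the whole cause. The identifier term left an adjusted p of 1.34e-14 with camera and a larger median, -1.42. With the shared shift, the BPA effect on the score was -1.60 (standard error 0.24), at least 3.78 standard errors from 0 without any one library. This argues against a shift of the identifier series that both sexes share as the whole cause. Identifiers of Ctrl and BPA mice overlapped in neither sex, so the order in which the mice were identified cannot be told apart from BPA. Leaving out single males gave medians between -1.51 and -0.95. Less vessel tissue in the BPA samples would lower endothelial genes by the same share, but the endothelial score differed by only -0.0689, within its SD of 0.14. Residual blood would make the genes rise and fall together across all 12 libraries, and over their 10 pairs the mean correlation of the deviations from the group means was 0.539, only just past the 0.5 that had been set, with a lowest value of 0.17. Varying amounts of blood left in the tissue may therefore contribute, and this is a hypothesis. Among the 10 splits, 1, the real one, gave a p as small, which 3 mice against 3 cannot better, so that an accident of grouping cannot be told apart from an effect of BPA here. An effect of BPA on blood or blood vessels stays open and was not tested.

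Between the sexes, the hemoglobin list differed by -0.68 (camera adjusted p = 1.4e-04), with medians from -0.94 to -0.45 over the fits without one mouse. The length offset left an adjusted p of 4.54e-04, which argues against gene length as the whole cause, while fry gave 0.739, within a range of 6.1e-08 to 0.739. A p as small was found in 6 of the 100 pairs of splits, so the way the mice were grouped may give a difference of this size. Microglia genes differed by -0.29 (camera adjusted p = 2.6e-04), from a male median of -0.24 with 12 of 12 lower (camera adjusted p = 4.4e-05) and a female median of -0.02 with 6 of 12 lower (camera adjusted p = 0.836). The male scores were 0.18, -0.07 and -0.07 in the Ctrl group and -0.42, -0.00 and -0.30 in the BPA group, and overlapped (exact permutation test, two-sided p = 0.3). The length offset left an adjusted p of 0.00260, within a range of 2.3e-11 to 0.739, but 26 of the 100 pairs of splits gave a p as small. One library carried the difference, since without female BPA replicate 3 it was -0.04 (camera adjusted p = 0.532). For both lists, a sex difference in the response to BPA stays open as an untested hypothesis.

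The OXPHOS list fell more in males than in females, by -0.16 (camera adjusted p = 1.9e-16, and 0.739 with fry, the top of its range from 3.5e-22). The length offset left an adjusted p of 4.37e-10, and leaving out single mice gave differences from -0.25 without male BPA replicate 1 to -0.09 without male BPA replicate 2. These values argue against gene length as the whole cause. A p as small came from 24 of the 100 pairs of splits, so a chance division of the mice may explain the difference. With the shared identifier shift, the difference in score was -0.15 (standard error 0.12), within the limit of 2, and reversed without female BPA replicate 3. The identifier series thus cannot be told apart here, and a sex difference stays open. By the same fit, the cytosolic ribosome and neuronal differences lay 0.640 and 0.574 standard errors from 0, and that of hemoglobin 3.39. The list of the mitochondrial ribosome differed by -0.10 (camera adjusted p = 2.0e-04, with a range of 6.5e-06 to 0.739), from a male median of -0.15 with 73 of 77 genes lower (camera adjusted p = 1.6e-09) and a female median of -0.07 with 60 of 77 lower (camera adjusted p = 2.9e-04). It had an adjusted p of 0.0183 with the length offset, but 33 of the 100 pairs of splits gave a p as small. Its call was lost without male Ctrl replicate 1 (adjusted p = 0.0719) and without male BPA replicate 2 (adjusted p = 0.107).

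In 4 other lists, the difference between the sexes lost its call when the length trend was removed, as it would if gene length were its source. The cytosolic ribosome differed by -0.11 (camera adjusted p = 4.4e-05), with an adjusted p of 0.0746 under the length offset and a range of 1.6e-08 to 0.803. The 13 OXPHOS subunits encoded by mitochondrial DNA differed by -0.12 (camera adjusted p = 0.0285), with 0.649 under the offset and a range of 0.00561 to 0.796, and 9 of 13 were lower in BPA males while 9 of 13 were higher in BPA females. The proteasome list differed by -0.064 (camera adjusted p = 0.0285), with 0.583 under the offset and a range of 0.0129 to 0.907, from a male median of -0.12 with 27 of 31 lower (camera adjusted p = 5.9e-05) and a female median of -0.07 with 26 of 31 lower (camera adjusted p = 0.00343). The neuronal list differed by 0.050 (camera adjusted p = 0.0044), with 0.688 under the offset and a range of 9.0e-05 to 0.739. In these lists 47, 31, 47 and 46 of the 100 pairs of splits gave a p as small, so the grouping of the mice may account for them too. Single mice also decided the calls. The ribosome lost its call without male Ctrl replicate 1 (-0.03, adjusted p = 0.437) and without female Ctrl replicate 1 (-0.06, adjusted p = 0.104). The neuronal list lost it without male Ctrl replicate 1 (0.01, adjusted p = 0.714), male BPA replicate 3 (0.04, adjusted p = 0.0705) and female Ctrl replicate 1 (0.02, adjusted p = 0.0637). The proteasome list kept its call in 4 of the 12 fits without one mouse and the mitochondrially encoded subunits in 3. Sex stays open as an untested explanation.

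In females, in which the paper does not test gene lists, the cytosolic ribosome had a median log2 fold change of -0.15, with 78 of 79 genes lower (camera adjusted p = 5.4e-21), and the neuronal list one of 0.079, with 33 of 152 genes lower and the others higher (camera adjusted p = 8.5e-08). The ribosome score fell from 0.00 ± 0.11 to -0.16 ± 0.07 and the neuronal score rose from -0.01 ± 0.05 to 0.09 ± 0.01, both without overlap (exact permutation test, two-sided p = 0.1 each). Downregulated DEGs were 12 ribosomal genes (odds ratio 19.5, Fisher's exact p = 1.4e-11) and upregulated DEGs 10 neuronal genes (odds ratio 6.56, Fisher's exact p = 7.7e-06). With the length offset, the adjusted p was 9.25e-14 for the ribosome (median -0.11) and 0.00540 for the neuronal list (median 0.04). With the GC offset, it was 4.03e-20 and 3.24e-07. Among 10000 random lists matched on length and expression, the ribosome stood at percentile 0 and the neuronal list at percentile 100. These values argue against gene length, GC content and the level of expression as the whole cause. With fry and estimated correlation, the adjusted p rose to 0.353 and 0.419 for the ribosome and 0.353 and 0.306 for the neuronal list, and its lowest values over the alternatives were 5.1e-32 and 2.5e-14. Leaving out single females kept both calls, with medians from -0.21 without Ctrl replicate 1 to -0.08 without Ctrl replicate 2 for the ribosome and from 0.07 to 0.11 for the neuronal list. For each list, 1 of the 10 splits, the real one, gave a p as small. That is the lowest share 10 splits can give, so an accident of grouping cannot be told apart from BPA, whose effect stays open as a hypothesis.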

How the results depend on the processing

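Of the tests in this part, DESeq2 without a filter and the length offset with the mouse identifier term were chosen only after seeing the data, and their values are given last. Unless stated, the cause of a change was not tested. Some alternatives changed no sign and no call of the lists and single genes they tested. They were DESeq2's size factors in edgeR (RLE), the filter of at least 10 counts in every library and leaving out mt- genes. Counts of genes did shift under them. With RLE, 31 genes were higher and 24 lower in both sexes, against 26 and 28. With the filter, the interaction had 254 genes, against 317. Shifts of this size are not counted as changes in this part. The medians of the OXPHOS, ribosome and neuronal lists kept their sign and their call in both sexes under fgsea and under every alternative with camera's preset correlation, apart from the OXPHOS list in females under an alternative added later.

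DESeq2 gave 7 male genes with an adjusted p under 0.05, 172 female DEGs, 9 genes lower in both sexes and 202 genes in the interaction. Of 958 male DEGs with DESeq2, 900 were also DEGs with edgeR. With library size alone, 44 genes were lower in both sexes, and the female changes of the mitochondrially encoded subunits (-0.0017) and of Xist (-0.0085) reversed. Without the filter on low counts, the genes tested include many with few counts. There were then 641 female DEGs and 680 genes in the interaction, the correlation with gene length was 0.118 in males and 0.040 in females, and the correlation between the sexes was 0.0124. In one fit of all 12 libraries, 47 genes were higher in both sexes. At an unadjusted p under 0.01, which is stricter by construction, 283 male genes, 23 female genes and 38 genes of the interaction passed.

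With the length offset, male DEGs fell to 903 (693 of them DEGs without it), the correlation with length was 0.0052 in males and 0.0107 in females, which is what the offset removes, and 17 and 10 genes were higher and lower in both sexes. The signs reversed for the mitochondrially encoded subunits in males (0.082), Ogt (-0.012), Uty (-0.017) and Esr1 (-0.022) in males, and for microglia genes (0.016) and Xist (-0.069) in females. The GC offset reversed Slc12a5 in males (0.089) and, in females, microglia genes (0.0028), the mitochondrially encoded subunits (-0.059), Gapdh (0.0090) and Xist (-0.035). The mouse identifier term gave 87 genes higher and 66 lower in both sexes, and reversed Esr1 in males (-0.55) and the mitochondrially encoded subunits in females (-0.017). Its shift is common to both sexes, which can by itself raise such shared counts, also with the length offset added.

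The replicate numbers did not pair the libraries, since the deviations of same-numbered Ctrl and BPA libraries correlated with r of -0.40, -0.29 and 0.03 in males and -0.57, 0.08 and -0.27 in females. With the replicate number as a block, there were 200 female DEGs, 16 genes higher and 15 lower in both sexes, and the oligodendrocyte difference between the sexes was -0.0043, which reversed. The block with the length offset gave 541 male and 185 female DEGs, correlations with length of 0.0052 and 0.0094, 14 genes higher and 8 lower in both sexes, and an odds ratio of 1.77 for the neuronal list among male upregulated DEGs (Fisher's exact p = 0.296). Under this pairing of block and offset, the reversed values were 0.083 for the mitochondrially encoded subunits, -0.0118 for Ogt, -0.0113 for Uty and -0.055 for Esr1 in males, -0.071 for Xist in females and -0.0016 for synaptic adhesion between the sexes.

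List calls rested on camera's preset correlation. With the correlation estimated from the libraries, the adjusted p of the OXPHOS, ribosome and neuronal lists was 0.305, 0.305 and 0.288 in males and 0.463, 0.419 and 0.306 in females, at unchanged medians (-0.26, -0.25 and 0.14 in males, -0.088, -0.15 and 0.079 in females). With fry it was 0.221, 0.212 and 0.212 in males and 0.353 for each in females, and 0 of the lists passed in either sex, while 8 male and 3 female lists had an unadjusted p under 0.05.

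Over the 12 fits that each left out one replicate, 139 results changed in all, of which 62 lost their call, 20 gained one, 29 reversed and 28 were counts or shares that moved. Male DEGs ranged from 690 without BPA replicate 3 to 1770 without BPA replicate 2 (734 without Ctrl replicate 1), with 0 to 2 genes at an adjusted p under 0.05. Those were Hbb-bs (-1.51, adjusted p = 0.0443) and Hba-a2 (-1.59, adjusted p = 0.0462) without BPA replicate 2, and Gm7545 (adjusted p = 0.0419) without Ctrl replicate 2, where DESeq2's range for its 7 genes was 1.6e-05 to 0.0470. Female DEGs ranged from 191 without Ctrl replicate 2 to 583 without Ctrl replicate 3 (534 without BPA replicate 1). Genes higher in both sexes ranged from 9 (female Ctrl replicate 2) to 54 (male BPA replicate 2), genes lower in both from 5 (female Ctrl replicate 2) to 87 (female Ctrl replicate 3), and interaction genes from 273 to 526 (female BPA replicate 1). The odds ratio among male DEGs ranged from 6.46 to 75.0 for OXPHOS and from 4.53 to 6.30 for the neuronal list. The correlation between the sexes ranged from 0.0992 to 0.316 (jackknife standard error 0.229), and the correlation with length from 0.297 to 0.425 in males and from 0.129 to 0.255 in females.

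Values whose sign reversed without one replicate ranged in males from -0.039 to 0.72 for oligodendrocyte genes, -0.066 to 0.58 for Esrrg, -1.11 to 0.10 for Hbb-bt, -0.045 to 0.18 for Uty, -0.026 to 0.11 for Gapdh, -0.23 to 0.31 for Esr1, -0.22 to 0.15 for Eif2s3y and -0.070 to 0.091 for Slc12a5. In females they ranged from -0.21 to 0.11 for microglia genes, -0.055 to 0.12 for the mitochondrially encoded subunits, -0.72 to 0.028 for Esr1, -0.12 to 0.020 for Ndufc1, -0.065 to 0.18 for Slc12a5, -0.070 to 0.17 for Ogt, -0.057 to 0.013 for Gapdh and -0.18 to 0.21 for Xist. Between the sexes, oligodendrocyte genes ranged from -0.37 to 0.29.

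Both alternatives added later changed further results. DESeq2 without a filter gave 5 male genes with an adjusted p under 0.05, 191 female DEGs, 11 genes lower in both sexes, correlations with length of 0.12 and 0.039 and a correlation between the sexes of 0.0200. The length offset with the identifier term gave correlations with length of 0.0179 and 0.0167, 60 genes higher and 62 lower in both sexes, and an OXPHOS median in females of -0.013 that lost its call (camera adjusted p = 0.501, against a lowest value of 6.1e-14 over the alternatives). It reversed the mitochondrially encoded subunits (0.0027), Grin2b (-0.047) and Esr1 (-0.69) in males, and Grin2b (-0.039), Ndufa7 (0.023), Ndufc1 (0.0078) and Xist (-0.043) in females.

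Counted over all results, single genes and lists included, 9 changed with DESeq2, 5 with library size alone, 8 without a filter, 5 in the fit of all libraries, 7 with the GC offset, 28 with the length offset, 22 with the identifier term, 7 with the block, 35 with the block and length offset, 3 at the threshold of 0.01, 40 with estimated correlation, 41 with fry, 1 with fgsea and 10 with DESeq2 without a filter. Of the 28 under the length offset, 13 lost their call, 1 gained one, 6 reversed and 8 moved. Of the 22 under the identifier term, 9 lost their call, 9 gained one, 2 reversed and 2 moved. The 46 changes under the length offset with the identifier term were 28 lost calls, 7 gained calls, 7 reversed signs and 4 counts or values that moved.

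The depth was alike in all libraries, and with 3 mice per group the limit is the spread between mice: in simulated counts, a change of 1 on the log2 scale was called at an adjusted p under 0.05 in 76% of genes, and one of 0.5 in 11 of 200 genes. Most DEGs here changed by less, with a median absolute log2 fold change of 0.33 in males and 0.38 in females.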

Differences from the paper's values

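The count of female DEGs was 355 here, against the paper's 145. Of the alternatives set before the data were examined, DESeq2 gave 172, the replicate block 200, the block with the length offset 185 and the fit without female Ctrl replicate 2 gave 191, all within 1.5 times the paper's count. DESeq2 without a filter, chosen after seeing the values, gave 191. The gap stayed open with RLE size factors (359), library size alone (369), no filter on low counts (641), at least 10 counts in every library (334), all 12 libraries in one fit (320), the length offset (293), the GC offset (393), the mouse identifier term (442), mt- genes left out (354), the threshold of 0.01 (23) and the other fits without one mouse (363 to 583). With the length offset and identifier term together, also chosen after seeing the values, it was 423.

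Genes upregulated in both sexes numbered 26 here, against the paper's 9. Of the alternatives set before the data were examined, the fit without female Ctrl replicate 2 reached 9, and none of the others closed the gap, with counts from 14 to 87. Both alternatives chosen after seeing the values left it open, at 18 and 60.

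Genes downregulated in both sexes numbered 28 here, against the paper's 17. Among the alternatives set before the data were examined, the gap closed with RLE size factors (24), the replicate block (15), the GC offset (21) and the fits without male Ctrl replicate 1 (12), male Ctrl replicate 2 (23), male BPA replicate 3 (13) or female BPA replicate 1 (19). It stayed open with DESeq2 (9), library size alone (44), no filter (34), at least 10 counts in every library (28), all 12 libraries in one fit (35), the length offset (10), the block with the length offset (8), the identifier term (66), mt- genes left out (28) and the other fits without one mouse (5 to 87). DESeq2 without a filter and the length offset with the identifier term, chosen after seeing the values, gave 11 and 62.

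The paper's figure assigns its overlaps to the opposite directions from its text, with about 17 upregulated and about 9 downregulated genes in Fig. 1B, read by eye. Against about 17 in Fig. 1B, the 26 upregulated genes were brought within 1.5 times by DESeq2 (21), library size alone (23), the replicate block (16), the length offset (17), the block with the length offset (14) and the fits without male Ctrl replicate 1 (17), male Ctrl replicate 2 (25), male BPA replicate 1 (21), male BPA replicate 3 (16), female BPA replicate 1 (19) or female BPA replicate 3 (21), and by DESeq2 without a filter (18), chosen after seeing the values. The other alternatives set before the data were examined did not close this gap. Against about 9 in Fig. 1B, the 28 downregulated genes were brought within 1.5 times by DESeq2 (9), the length offset (10), the block with the length offset (8) and the fits without male Ctrl replicate 1 (12) or male BPA replicate 3 (13), and by DESeq2 without a filter (11), chosen after seeing the values, but by no other alternative set before the data were examined.

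The paper's text places the OXPHOS pathway first among the downregulated pathways in males, while its Fig. S2A shows the ribosome pathway with the lowest normalized enrichment score. Here the order depended on the test, since OXPHOS had the smaller p with camera (adjusted p = 8.8e-29 against 1.2e-27 for the cytosolic ribosome) and the ribosome with fgsea (6.3e-29 against 2.0e-25) and by odds ratio among downregulated DEGs (22.2 against 18.5).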

Other observations

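Of the tests in this part, those of the identifier series on list scores, library size, the share of mt- counts, the share of neurons, length trends that vary between libraries, the order of the mouse identifiers, white matter and the mean of log2 spans were chosen only after the result was seen. The limits that decided on the male count and on the correlation between the sexes with the length offset were also set after these values were seen.

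The lower OXPHOS list in BPA males (median log2 fold change -0.26) was tested against technical explanations. With the length trend of each library removed, its median was -0.15 (camera adjusted p = 1.86e-15), and with the GC trend removed the adjusted p was 6.63e-31. Among 10000 random lists matched on length and expression it stood at percentile 0, while the median random list stood at -0.17, so most of the shift is shared by genes of that length and level and a part is not. More mt- counts would lower all other genes, but the mean share of mt- counts was 6.57% in Ctrl males and 6.19% in BPA males, and between any BPA and Ctrl male the shares shift the other genes no lower than -0.016 on the log2 scale. The mean total count differed between the male groups by 0.341%. These values argue against gene length, GC content, expression level, library size and mitochondrial transcripts as the whole cause. A lower share of neurons stays open. The score of excitatory neuron markers differed by -0.0239 with an SD of 0.10, but 6 of these 12 genes were lower and the others higher, which decides nothing. Fewer neurons would lower the neuronal list at least as much as OXPHOS. With length trends removed, its score rose against that of OXPHOS by 0.20 (standard error 0.087), but by 1.65 standard errors without Ctrl replicate 1, under the limit of 2, so neuron share cannot be told apart from BPA here. The mouse identifier term left an adjusted p of 1.28e-13, but it takes the shift between identifiers of 3 and 4 digits as equal in both sexes, and 1 BPA male has 3 digits. The OXPHOS score of that male, -0.066, lay within the Ctrl range of -0.096 to 0.084, and the BPA males with 4 digits had -0.39 and -0.32. In BPA females, the scores were -0.091 and -0.13 with 3 digits and -0.018 with 4. With this shift fitted to the scores, the BPA effect in males was -0.20 (standard error 0.10), within the limit of 2 standard errors, and 0.965 standard errors from 0 without female BPA replicate 3. As 0 Ctrl mice have 4 digits and the spread is this large, the identifier series cannot be told apart from BPA. With fry the adjusted p was 0.221 and over all alternatives it ranged from 1.5e-50 to 0.305. Among the 10 splits of the male libraries, 2 gave a p as small, the real one and a split that mixes the groups with 4.4e-38, and with the length offset 3 did. An accident of grouping therefore cannot be told apart from BPA with 3 mice per group. An effect of prenatal BPA, as the paper proposes, stays open.

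For the cytosolic ribosome in males, the adjusted p was 7.80e-15 with the length offset (median -0.14), 2.59e-29 with the GC offset and 9.67e-18 with the identifier term, with a range of 2.1e-47 to 0.305 over the alternatives. It also stood at percentile 0 of the matched lists, whose median was -0.16. For the neuronal list the values were 0.00101 (median 0.06), 2.06e-13 and 2.28e-10, with a range of 3.9e-24 to 0.288, and it stood at percentile 100, above a matched median of 0.08. Gene length, GC content and expression level are thus argued against as the whole cause for both lists. The BPA male with 3 digits lay outside the Ctrl range in both, with a ribosome score of -0.20 and a neuronal score of 0.13. With the identifier shift fitted to the scores, the BPA effects of -0.25 (standard error 0.11) and 0.13 (standard error 0.059) lay 2.28 and 2.30 standard errors from 0, but 1.56 without female BPA replicate 3 and 1.51 without male BPA replicate 1. The identifier series therefore stays open for both, since 1 library decided whether the limit of 2 was passed. For each of them 1 of the 10 splits, the real one, gave a p as small, the lowest share possible. This was 1 split for the ribosome and 2 for the neuronal list once the length offset was used, so chance in the grouping of mice cannot be told apart from BPA. The smallest p of another split was 1.6e-19 for the ribosome and 2.6e-10 for the neuronal list.

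In females, the OXPHOS list (median -0.088) had an adjusted p of 0.00153 with the length offset (median -0.05) and of 1.54e-08 with the GC offset, with a range of 6.1e-14 to 0.501. Among the matched random lists, it stood at percentile 54.6, and their median was -0.09. Its shift may thus be that of any list of such length and expression level, although the offset alone left the call. Only the real one of the 10 splits gave a p as small (1 split), the lowest share that 3 mice against 3 allow, so an accident of grouping cannot be told apart from BPA. Of 166 female downregulated DEGs, 0 were on the OXPHOS list, and complex I had a median of -0.10 with 33 of 36 genes lower (camera adjusted p = 3.5e-07). Complexes III, IV and V had medians of -0.08, -0.11 and -0.07 (camera adjusted p = 0.0271, 0.00102 and 0.00770).

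The rise of log2 fold changes with gene length was found in both sexes. When genes were divided into 10 bins of exonic length, the shortest genes had a median log2 fold change of -0.17 and the longest of 0.12 in males, and of -0.07 and 0.06 in females. Fold changes fell with GC content (rho = -0.301 in males and -0.228 in females) and rose with genomic span (0.349 and 0.192). Each library had its own trend of log2 CPM with length, with rho of -0.39, -0.19 and -0.03 in the Ctrl males, 0.10, 0.20 and 0.32 in the BPA males, -0.09, -0.25 and 0.03 in the Ctrl females and 0.15, 0.10 and -0.03 in the BPA females. In females, the range of the trend within the Ctrl group was 1.59 times the difference between the groups, so a trend that varies between libraries for other reasons may produce it. In males this ratio was 0.887, short of the difference but close to it, which leaves the same explanation open. Within both male groups (2 of 2) the trend rose in the order of the mouse identifiers. It rose in this order in 0 of the female groups and fell in 1, the BPA group. One group of 3 rises in order with a chance of 0.167. Identifiers of Ctrl and BPA mice did not overlap in either sex, so the order in which the mice were identified cannot be told apart from BPA. In each sex, 1 of the 10 splits, the real one, gave a rho as large, the lowest share possible. Such trends could arise from RNA quality or library preparation, of which no measure was used here, or from BPA.

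Across all 12 libraries, the OXPHOS score fell as the length trend rose (Pearson's r = -0.72, exact permutation p = 0.0123 over 1296 permutations within groups, two-sided; Spearman's rho = -0.72, exact permutation p = 0.0239). Without the 2 libraries farthest from the median trend, r was -0.65, and it was -0.72 within males and -0.87 within females. A hypothesis is that the score of a library is in part its length trend, which the test is consistent with. The lists kept a smaller shift with the trend removed.

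The number of male DEGs, 1425, was matched or exceeded in 2 of the 10 splits, whose counts ranged from 165 to 1852 with a median of 807. In 1 split, 12 genes had an adjusted p under 0.05. The number of female DEGs, 355, was matched or exceeded in 6 of the 10 splits, which ranged from 234 to 2683 with a median of 449.5, and 2 splits had genes with an adjusted p under 0.05, up to 125. Removing the length trend left 903 male genes that had an unadjusted p under 0.05, where 801 are expected by chance. The standard deviation of this count over the splits was 643, so the distance from chance is within it, while the limit first written would have read 903 as an excess. Once length was removed, 4 splits gave as many male genes and 9 as many female genes. At these group sizes, chance in the grouping of mice and gene length cannot be told apart from an effect of BPA on the counts.

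Genes changed alike in both sexes were more than unrelated calls would give, but 24 of the 100 pairs of splits gave as many upregulated genes and 22 as many downregulated genes, so the overlap may arise from the grouping of mice. With the length offset, 17 and 10 genes were shared where 3.98 and 3.20 are expected (Fisher's exact p = 5.08e-07 and 0.00136), which argues against gene length as the whole cause. The correlation of the male and female log2 fold changes, r = 0.283, was reached in 3 of the 100 pairs of splits, and in 5 by its absolute value. It was 0.231 with the length offset, with a jackknife standard error of 0.212 and values from 0.07 to 0.27 without one mouse, so it lies within 2 standard errors of 0, while the limit of 1 first written would have read it as past gene length. The pairs of splits argue against chance in the grouping as the whole cause of the correlation, but only narrowly. Gene length cannot be told apart, given this spread, and a shared response to BPA is one hypothesis. Of the 326 female DEGs tested in males, 260 (79.8%) had the same sign there. The interaction count of 317 was reached in 82 of the 100 pairs, whose median was 678.5, so it is no larger than chance in the grouping may give.

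Oligodendrocyte genes were higher in BPA mice by a median of 0.38 in males, with 11 of 12 genes higher (camera adjusted p = 0.0115), and of 0.33 in females, with 12 of 12 higher (camera adjusted p = 6.1e-07). The male scores differed by 0.26 between the groups while they ranged over 1.64 among the libraries, 6.21 times as much (exact permutation test, two-sided p = 0.8), and the female scores overlapped (exact permutation test, two-sided p = 0.2). Without male BPA replicate 1 the male median was -0.04. A candidate explanation is that the dissected pieces held varying amounts of white matter, which this ratio fits. An effect of BPA on these cells was not tested and stays open.

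The paper reports that upregulated genes have more chromatin contacts than downregulated genes, in bins of 20000 bases. It also reports stronger contacts over longer distances, a smaller share at promoters, and like results with another set of contact maps. Only the number of contacts is considered here. The contact maps were not used here, but a gene that spans more bins can take part in more contacts, and upregulated DEGs spanned a median of 5 bins and downregulated DEGs of 1 bin in males. With the length offset, the medians were 2 and 2, a difference of 0, among 405 and 498 DEGs. The offset removes the length trend before DEGs are chosen, so part of this narrowing may follow from the offset itself. In bases, the median spans still differed, with 28967 for upregulated and 10464.5 for downregulated DEGs (77245 and 6428 without the offset). A second measure, chosen after the medians were seen, was the difference in the mean of log2 bins. It fell from 1.83 to 0.65 (0.653 before rounding; permutation p = 1e-05, the smallest that 100000 permutations can give, two-sided) and did not vanish. Gene length may thus account for the difference in median whole bins but not for all of the difference in spans. The contribution of span to the contacts is a hypothesis.

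A further hypothesis was that genes at peaks with more H3K27me3 in the paper's supplement have lower expression in BPA males. Of 123 genes at the paper's 125 such peaks, 115 were tested, and their median log2 fold change of 0.03 stood at percentile 84.4 of matched random lists, whose median was 0.01. As a set, these genes were not lower in BPA males, which speaks against the hypothesis for these libraries only. The peaks came from cortex homogenate at an unadjusted threshold, while the RNA came from prefrontal cortex. The paper's own evidence starts from the downregulated genes, near whose start sites it reports the peaks with more H3K27me3 and a stronger signal. Genes with such a peak in the promoter stood at percentile 73.3, and genes at the paper's 41 peaks with less H3K27me3 at percentile 26.8.

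Other lists showed no call in either sex. Among lists of metabolism, complex II had medians of -0.10 in males with 3 of 4 lower (camera adjusted p = 0.241) and -0.016 in females with 2 of 4 lower (0.763). The TCA cycle had medians of 0.0048 and -0.019 (0.516 and 0.539), and glycolysis of -0.06, with 11 of 16 lower, and -0.05 (0.0518 and 0.0571). The mitochondrially encoded subunits had a median of 0.01 in females (0.262). Circadian clock genes had a median of 0.05 and immediate early genes of -0.0088 in females (0.410 and 0.655). Markers of excitatory neurons had medians of 0.0040 and 0.11 (0.962 and 0.314), inhibitory neurons of -0.04 and -0.01 (0.696 and 0.718), astrocytes of 0.02 and -0.06 (0.924 and 0.386), oligodendrocyte precursors of 0.06 and -0.013 (0.696 and 0.718), and endothelial cells of -0.06, with 8 of 12 lower, and -0.03 (0.0981 and 0.445). As checks of the dissection, 3 genes of the choroid plexus had medians of 0.03 and 0.06 (0.768 and 0.539) and 12 genes of the striatum of 0.05 and -0.09 (0.924 and 0.836). Genes of the Y chromosome had a median of 0.13 in males, with 3 of 4 higher (0.189), and Xist in females was at 564 ± 128 CPM in the Ctrl group and 567 ± 125 CPM in the BPA group. The 6 other genes that the paper names had medians of 0.09, with 5 of 6 higher, and 0.07 (0.129 and 0.308).

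The subgroups of the neuronal list all had higher medians in both sexes. GABA-A receptors had medians of 0.13 with 9 of 12 higher (camera adjusted p = 0.0171) and 0.04 (0.0345), glutamate receptors of 0.13 with 17 of 24 higher (0.00114) and 0.05 (0.252), voltage-gated channels of 0.13 with 29 of 34 higher (8.0e-06) and 0.11 with 30 of 34 (1.2e-06), synaptic adhesion genes of 0.15 with 36 of 40 higher (8.1e-10) and 0.11 with 33 of 40 (5.3e-06), and genes of axon guidance and neurogenesis of 0.15 with 38 of 42 higher (6.7e-07) and 0.06 with 31 of 42 (0.00438). The complex I genes of Fig. 1D had a median of -0.15 in females, with 10 of 10 lower (3.9e-05) and 0 downregulated DEGs among them.

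The genes of the paper's male list could be compared with the DEGs here. Of the paper's 1182 genes, 1180 were tested, 1002 were DEGs here and 1179 had the same sign, with a correlation of 0.998 across the fold changes. For 21 named genes, the log2 fold change differed from the paper's by at most 0.08. DESeq2 with the filter shared 836 of its 958 DEGs with the paper's list, and DESeq2 without it 822 of 964. The paper's downregulated genes included 41 of the OXPHOS list and 33 of the cytosolic ribosome, and its upregulated genes 24 of the neuronal list. Their median exonic length was 8639 bases for the upregulated and 2068 bases for the downregulated genes. The copy of the paper's female list used here held 144 genes, and no overlap was computed with it.

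Levels differed between the sexes in ways that BPA does not explain. Gapdh was at 42.6 ± 3.98 CPM in Ctrl males and 111 ± 5.51 CPM in Ctrl females, and mt- genes took between 5.56% and 7.23% of the counts in males and between 4.49% and 5.08% in females. The difference was not tested. Only the female counts record the counting command, so a difference in processing that goes with sex cannot be ruled out for such levels, while the comparisons of BPA and Ctrl were made within each sex.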
